# Vitamin D regulates microbiome-dependent cancer immunity

**DOI:** 10.1126/science.adh7954

**Published:** 2024-04-25

**Authors:** Evangelos Giampazolias, Mariana Pereira da Costa, Khiem C. Lam, Kok Haw Jonathan Lim, Ana Cardoso, Cécile Piot, Probir Chakravarty, Sonja Blasche, Swara Patel, Adi Biram, Tomas Castro-Dopico, Michael D. Buck, Richard R. Rodrigues, Gry Juul Poulsen, Susana A. Palma-Duran, Neil C. Rogers, Maria A. Koufaki, Carlos M. Minutti, Pengbo Wang, Alexander Vdovin, Bruno Frederico, Eleanor Childs, Sonia Lee, Ben Simpson, Andrea Iseppon, Sara Omenetti, Gavin Kelly, Robert Goldstone, Emma Nye, Alejandro Suárez-Bonnet, Simon L. Priestnall, James I. MacRae, Santiago Zelenay, Kiran Raosaheb Patil, Kevin Litchfield, James C. Lee, Tine Jess, Romina S. Goldszmid, Caetano Reis e Sousa

## Abstract

A role for vitamin D in immune modulation and in cancer has been suggested. Here, we report that mice with increased availability of vitamin D display greater immune-dependent resistance to transplantable cancers and augmented responses to checkpoint blockade immunotherapies. Similarly, in humans, vitamin D-induced genes correlate with improved responses to immune checkpoint inhibitor treatment, as well as with immunity to cancer and increased overall survival. In mice, resistance is attributable to the activity of vitamin D on intestinal epithelial cells, which alters microbiome composition, favoring *Bacteroides fragilis* that positively regulate cancer immunity. Our findings indicate a previously unappreciated connection between vitamin D, microbial commensal communities and immune responses to cancer. Collectively, they highlight vitamin D levels as a potential determinant of cancer immunity and immunotherapy success.

The micronutrient vitamin D has an important role in immune modulation and in shaping commensal microbial communities (1–6). Vitamin D has also been studied for its potential role in cancer, with studies showing it can decrease cancer cell proliferation, promote apoptosis, reduce angiogenesis (7–9), and dampen the pro-tumorigenic activity of cancer-associated fibroblasts (10, 11). In some but not all studies, higher blood levels or increased dietary intake of vitamin D have been correlated with a lower incidence of colorectal, breast, prostate and pancreatic tumors and/or decreased cancer mortality (12–21). However, to what extent the activity of vitamin D impacts cancer development, and whether this involves the immune system and/or the microbiome, remains unclear.

Vitamin D (calciferol) is a term that includes both vitamin D_3_ (cholecalciferol) and vitamin D_2_ (ergocalciferol) forms of the vitamin. Vitamin D_3_ is derived from animal-sourced foods or is produced by skin in response to ultraviolet radiation whereas vitamin D_2_ is derived from plants and fungi (22). Irrespective of source, both vitamin D_2_ and D_3_ are converted in the liver and other tissues to 25-hydroxyvitamin D [25-OHD], the main circulating form of vitamin D (22). 25-OHD is then converted primarily in kidney to 1,25-dihydroxy-vitamin D [1,25-(OH)_2_D], which can bind to vitamin D receptor (VDR) to regulate expression of vitamin D-responsive genes (22). Notably, vitamin D and its 25-OHD and 1,25-(OH)_2_D metabolites (collectively called VitD henceforth) are bound by the blood carrier protein “group-specific component” (Gc) globulin, also known as vitamin D binding protein. Gc possesses a domain at its N-terminus with high affinity for 25-OHD and lower affinity for its precursor calciferol and for 1,25-(OH)_2_D (23, 24). Gc binding sequesters VitD, principally 25-OHD, away from tissues, acting as a blood reservoir (24, 25). Despite the prominent role of VitD in calcium homeostasis, *Gc*^*-/-*^ mice (and a rare human patient displaying bi-allelic *GC* loss) do not display bone abnormalities (e.g., rickets or osteomalacia) associated with VitD deficiency (24, 26). Rather, animals lacking Gc globulin display low levels of VitD in blood, which results in more rapid and profound tissue responses to VitD at the expense of low buffering capacity (24).

Cross-presentation of tumor antigens by type 1 conventional dendritic cells (cDC1) is critical for generating anti-cancer CD8^+^ T cells (27, 28). In mice and humans, cDC1 express DNGR-1 (a.k.a. CLEC9A), a receptor that binds to F-actin exposed by dying cells and promotes cross-presentation of antigens within the corpses (29, 30). Previously, we showed that secreted gelsolin (sGSN), an extracellular protein that circulates in plasma and is secreted by tumor cells, severs F-actin and blocks DNGR-1 ligand binding, dampening anti-cancer immunity and the efficacy of immunogenic anti-cancer therapies (31, 32). Interestingly, Gc globulin possesses a C-terminal actin-binding domain and functions as an actin scavenging protein in partnership with sGSN, a role that is independent of VitD buffering (33). We therefore set out to test whether, like sGSN, Gc acts as a barrier to anti-cancer CD8^+^ T cell responses. Here, we show that this is indeed the case but that it is not attributable to actin scavenging but to Gc regulation of VitD availability. We uncover a complex interplay whereby increased VitD levels promote responses from intestinal epithelial cells that modulate the gut microbiome, which in turn acts to potentiate anti-cancer immunity. Remarkably, the effect of increased VitD availability on immune-mediated resistance to cancer can be transferred in dominant fashion to microbiota-replete mice by transplantation of fecal matter or oral inoculation with the bacterium *Bacteroides fragilis* provided dietary vitamin D intake is maintained. In humans, we show that vitamin D levels correlate with lower cancer incidence and that hallmarks of VDR activity are associated with better disease outcomes in cancer patients and improved responses to checkpoint blockade immunotherapy. Overall, our data suggest that VitD can regulate the microbiome and anti-cancer immunity, with possible clinical and public health applications.

## Gc-deficient mice display immune-dependent transmissible tumor resistance

We set out to test whether Gc, like sGSN, acts as a barrier to anti-cancer immunity. We used the transplantable 5555 Braf^V600E^ melanoma cell line, the growth of which is greatly attenuated in *sGsn*^*-/-*^ mice (31) and examined its ability to grow in *Gc*^*-/-*^ mice (24) vs. *Gc* ^*+/+*^ littermate controls that were separated at weaning and housed in different cages. Gc-deficient mice (fully backcrossed to the C57BL/6J background) controlled the 5555 Braf^V600E^ melanoma cell line significantly better than Gc-sufficient littermate controls (Fig. 1A) and displayed greater intra-tumoral accumulation of total and activated CD4^+^ and CD8^+^ T cells (Fig. 1B). The relative resistance of *Gc*^*-/-*^ mice to 5555 Braf^V600E^ melanoma was abrogated by antibody-mediated CD8^+^ T cell depletion (Fig. 1C). Additionally, *Gc*^*-/-*^ mice bearing 5555 Braf^V600E^ melanoma or MCA-205 fibrosarcoma tumors displayed greater responses to anti-PD1 and anti-CTLA-4 checkpoint blockade immunotherapies than C57BL6/J wild type (WT) mice (Fig. 1D-F). Thus, like *sGsn*^*-/-*^, *Gc*^-/-^ mice exhibit enhanced CD8^+^ T cell-dependent resistance to transplantable tumors and superior responsiveness to checkpoint blockade immunotherapies.

To control for possible differences in microbiota between *Gc*^*-/-*^ mice and *Gc* ^*+/+*^ controls separated at weaning, we repeated the experiments in *Gc*^*-/-*^ and *Gc* ^*+/+*^ littermates kept in the same cages. Intriguingly, co-housed *Gc* ^*+/+*^ mice acquired the tumor resistance phenotype of their Gc-deficient littermates (Fig. 2A). Similarly, C57BL6/J WT mice (bred as an independent line) became more resistant to tumor challenge when co-housed with *Gc*^*-/-*^ mice (Supplementary Fig. 1A). This transmissible tumor resistance was reversible as *Gc* ^*+/+*^ littermate controls co-housed since birth with *Gc*^*-/-*^ mice were less able to control tumors when separated for at least a month before tumor challenge (Fig. 1A and 2A). These data suggest that: a) *Gc*^*-/-*^ and *Gc* ^*+/+*^ mice exhibit genotype-driven divergence in microbiota composition, which dictates their differential ability to control tumors; b) the *Gc*^*-/-*^-associated component of the microbiota that mediates tumor resistance can be transmitted in a dominant fashion to co-housed mice by coprophagy. Consistent with the latter, fecal transplant (FT) from *Gc*^*-/-*^ donors into microbiota-replete C57BL/6 WT mice led to enhanced tumor control (Fig. 2B). Further, single administration of certain antibiotics (vancomycin, metronidazole or neomycin) inhibited or decreased the ability of *Gc*^*-/-*^ mice to control transplantable tumors (Fig. 2C and Supplementary Fig. 1B).

The anti-tumor effect of the intestinal microbiome of *Gc*^*-/-*^ mice was not accompanied by obvious signs of gut inflammation or histological changes to the intestinal barrier (Supplementary Fig. 1C). Extent of gut-associated lymphoid tissue, gut permeability, total leukocyte numbers, and immune cell composition of intestinal lamina propria were all grossly similar between WT and *Gc*^*-/-*^, except for a decrease in the frequency of IL-17-producing CD4^+^ T cells in the small intestine and of total CD4^+^ T cells and Tregs in the colon of Gc-deficient hosts (Supplementary Fig. 1D-I). Moreover, FT of *Gc*^*-/-*^ fecal matter into WT mice did not increase the severity of dextran sodium sulphate (DSS)-induced colitis (Supplementary Fig. 2A-D). Collectively, these data suggest that the commensal organisms present in the intestine of Gc-deficient mice do not markedly alter barrier function or mucosal immunity, either at steady state or after induction of intestinal inflammation.

To confirm that the transmissible resistance to transplantable tumors was immune-dependent and to dissect the pathways involved, we tested different immune-deficient strains (Fig. 2D and Supplementary Fig. 3A). FT from *Gc*^*-/-*^ donors into mice deficient in T and B cells (*Rag1*^*-/-*^) or IFN-γ receptor (*Ifngr*^*-/-*^) did not confer enhanced protection to subsequent tumor challenge (Fig. 2D). Similarly, mice deficient in CD8^+^ T cells and MHC class I presentation (*Tap1*^*-/-*^) or cDC1 (*Batf3*^*-/-*^) did not display enhanced control of transplantable tumors when given *Gc*^*-/-*^ fecal matter (Fig. 2D and Supplementary Fig. 3A). Global deletion of type I IFN receptor (IFNAR) or MyD88 (an adaptor molecule that operates downstream of IL-1 receptor and Toll-like receptors) also diminished tumor resistance conferred by *Gc*^*-/-*^ FT (Fig. 2D and Supplementary Fig. 3B). Using bone marrow radiation chimeras, MyD88 expression in the hematopoietic compartment was found to be necessary and sufficient for enhanced tumor control (Fig. 2E and Supplementary Fig. 3C). In contrast, the DNA sensor cGAS and the TLR adaptor molecule TRIF were dispensable for increased tumor resistance following *Gc*^*-/-*^ FT administration (Supplementary Fig. 3B). Collectively, these data indicate a key role for innate and adaptive immunity in the enhanced tumor resistance conferred by *Gc*^*-/-*^ microbiota.

## Vitamin D availability determines transmissible tumor resistance in mice

Because mice deficient in sGSN do not transfer tumor resistance to co-housed WT mice (31), we hypothesized that a deficiency in actin scavenging was not responsible for the enhanced tumor resistance in *Gc*^*-/-*^ mice. As expected (24), *Gc*^*-/-*^ mice displayed lower levels of vitamin D_3_ and 25-OHD_3_ in plasma, indicative of VitD redistribution to tissues (Supplementary Fig. 4A). The main vitamin D in mouse chow is cholecalciferol (VitD_3_). To test whether Gc deficiency enhances tumor resistance in a VitD-dependent manner, WT and *Gc*^*-/-*^ mice were put on a VitD_3_-deficient diet for approximately 4 weeks to deplete their VitD reservoirs (Supplementary Fig. 4A). Remarkably, this completely abrogated the enhanced ability of *Gc*^*-/-*^ mice to resist tumors (Fig. 3A). In the converse experiment, increased dietary VitD_3_ supplementation led to elevated total VitD serum levels (Supplementary Fig. 4A) and decreased tumor growth in WT mice to the point that they became comparable to Gc-deficient animals fed with standard VitD_3_ chow (Fig. 3B). The latter strain displayed even greater tumor resistance when placed on a VitD_3_ high diet (Fig. 3B). Collectively, these data suggest that enhanced VitD availability, induced by loss of Gc and/or by dietary VitD_3_ supplementation, promotes increased resistance to transplantable tumors in mice.

We next assessed if, as for Gc deficiency, dietary VitD_3_ supplementation increases tumor resistance via the microbiota. Consistent with that notion, a VitD_3_ high diet did not increase the ability of germ-free mice to resist tumors (Supplementary Fig. 4B). Further, the capacity to transmit increased tumor resistance to WT mice was abrogated when fecal material was derived from *Gc*^*-/-*^ mice that had been placed on a VitD_3_-deficient diet (Fig. 3C). Conversely, increasing dietary VitD_3_ in WT mice conferred their fecal matter the ability to transmit tumor control, which was prevented by treatment with vancomycin (Supplementary Fig. 4C and D). Importantly, FT from WT mice that were fed with VitD_3_ high diet transferred tumor resistance to C576BL/6 mice from three different sources that were imported and housed in geographically-distinct animal units (Supplementary Fig. 4E). Finally, we established that VitD availability in the recipient mice, was also necessary for the beneficial anti-tumor effects of FT from *Gc*^*-/-*^ donors. Indeed, enhanced resistance to tumors was prevented if the recipients were placed on a VitD_3_ deficient diet (Fig. 3D).

In parallel, we tested whether manipulation of dietary VitD_3_ impacted tumor growth by modulating cancer immunity. Like Gc deficient hosts (Fig. 1C) or WT mice gavaged with *Gc*^*-/-*^ fecal matter (Fig. 2D-E and Supplementary Fig. 3A and B), mice fed with a VitD_3_ high diet did not exhibit increased tumor resistance if rendered deficient in T and B cells, cDC1 or MyD88 (Fig. 3E). Further resembling *Gc*^*-/-*^ mice, fecal transplants from WT mice that were fed with VitD_3_ high diet increased the therapeutic efficacy of anti-CTLA-4 and anti-PD-1 immune checkpoint blockade inhibitors in transplantable cancer models other than 5555 Braf^V600E^ melanoma such as MCA-205 and MC38 (Fig. 3F, G, H). Collectively, these results establish that 1) high VitD levels favor a mouse microbiome that augments anti-cancer immunity; and 2) the favorable effect can be transferred by FT as long as VitD remains available to the recipient mice.

## Increased vitamin D levels in mice favor a microbiome that potentiates cancer immunity

The fact that *Rag1*^*-/-*^, *Batf3*^*-/-*^ or *Myd88*^*-/-*^ mice did not display VitD-driven increased immune resistance to cancer (Fig. 3E) was not because immune defects in those mice compromised the ability of VitD_3_ high diet to promote the favorable alterations in microbiota. Indeed, fecal matter from all the immunodeficient mice given VitD_3_ high diets was able to induce greater tumor resistance upon FT into WT mice (Fig. 4A). These data suggest that the ability of high VitD availability to alter the microbiome is largely independent of the immune system. To look for a non-immune component, we turned our attention to the possible effects of VitD on intestinal epithelial cells (IECs). 

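Messenger RNA from the colon of 20 male mice was sequenced, with 5 mice in each of 4 groups. WT C57BL/6J mice had been fed a VitD_3_ standard diet (2 IU/g) or a VitD_3_ high diet (10 IU/g). *Gc*-/- mice, which lack the vitamin D-binding protein, had been fed a VitD_3_ deficient diet (0 IU/g) or the standard diet (2 IU/g). The notes deposited with the samples give 0 IU/g for the deficient diet in one place and 10 IU/g in another, and the 0 IU/g of the paper was used. The diets lasted 3.5 weeks and the mice were 8.5 weeks old. Libraries were made from polyadenylated RNA with a KAPA mRNA HyperPrep kit and run on an Illumina NovaSeq instrument. The paper's text names no aligner, genome build, annotation or counting tool for them, and no test, threshold or gene sets. The authors deposited 1 value per gene and mouse for 33370 genes, listed by Ensembl identifier. The values are variance-stabilized and on a log2 scale, made over all 20 mice after each mouse's reads were divided by a size factor. Undoing the transformation returned a whole number of reads for 100% of the values, and this gave the depth of each mouse. Between 29355779 and 47545501 reads fell on genes in WT mice on the standard diet (median 39635649) and between 37933560 and 52212649 on the VitD_3_ high diet (median 43129796). In *Gc*-/- mice the range was 42467495 to 45344348 reads on the deficient diet (median 42769296) and 39056568 to 50848517 on the standard diet (median 42708344). The transformation pulls low values together, so a log2 difference understates the change of a gene with few reads. In simulated data of the same depth, genes raised 2-fold had a median log2 difference of 0.808. Tests covered the 14720 genes whose mean lay at least 1 log2 unit above the lowest value of the table, which is that of a gene without reads. Differences between groups were tested two-sided with limma in a fit of all 4 groups, which share 1 estimate of each gene's spread, and p-values were adjusted by the Benjamini-Hochberg method. Each mouse was counted as 1 sample. Reads differed between mice of the same group by more than sampling noise in all 40 pairs, so no pair was 1 library sequenced again. The cage, litter and sequencing batch of the mice are not given, and no relation could be recomputed within batches.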

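Between WT mice on the VitD_3_ high and standard diets, 1 of the 14720 genes tested had an adjusted p-value under 0.05. Without adjustment, 1719 genes had a p-value under 0.05, of which 540 were higher and 1179 lower on the VitD_3_ high diet, where chance gives 736. The size of the excess of lower genes depended on the fit. Without replicate 7, a mouse on the VitD_3_ high diet, 973 were higher and 983 lower. With a weight for each mouse estimated by limma, 1946 were higher and 2067 lower. Lower genes were the more numerous in every fit tried. The 5 values of one diet did not overlap the 5 of the other for 494 genes, 150 higher and 344 lower. This is 3.36% of the genes, against 0.79% by chance. The first and second principal components of all 20 mice held 24.5% and 20.1% of the variance, and neither separated the WT diets (exact permutation test, p = 0.69 and 0.103). The gene past the threshold was *Mid1* (ENSMUSG00000035299), a protein-coding gene on chromosome X from 169685199 to 170005736 of GRCm38, as annotated in GENCODE M21. Its value was 10.59 ± 0.119 (SD, n = 5 mice) on the standard diet and 9.95 ± 0.113 (SD, n = 5) on the VitD_3_ high diet. The log2 difference was -0.64 (standard error 0.067, adjusted p = 0.000154 from limma with Benjamini-Hochberg adjustment), and every mouse on the VitD_3_ high diet was below every mouse on the standard diet. With each mouse left out in turn, the difference of *Mid1* stayed between -0.67 and -0.60. Of the 50-base windows of its transcripts, 28.7% also occur in other genes, so the counting could have split its reads. *Gm21887*, the gene next to it on chromosome X, which was looked at after its values were seen, also fell, by 1.26 on the log2 scale, but did not pass in the fit of all groups (adjusted p = 0.141 from limma with Benjamini-Hochberg adjustment). *Gc*-/- mice had still lower values of *Mid1*, 9.63 ± 0.107 (SD, n = 5) on the deficient diet and 9.72 ± 0.051 (SD, n = 5) on the standard diet. The choice that moved the number of genes most was the weight given to each mouse. With array weights estimated by limma, 677 genes had an adjusted p-value under 0.05, of which 246 were higher and 431 lower on the VitD_3_ high diet. With the 10 WT mice alone in the fit there were 12 such genes, all lower on that diet. In order of p they were *Mid1*, *Alpk1*, *Dtx3l*, *Gm47283*, *Arap2*, *Naip6*, *Gm21887*, *Rnf213*, *Utp20*, *Naip2*, *Apaf1* and *Lgr4*. They are named after their values were seen. In that fit *Gm21887* had an adjusted p of 0.0295 (limma with Benjamini-Hochberg adjustment).

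**Figure D1:**
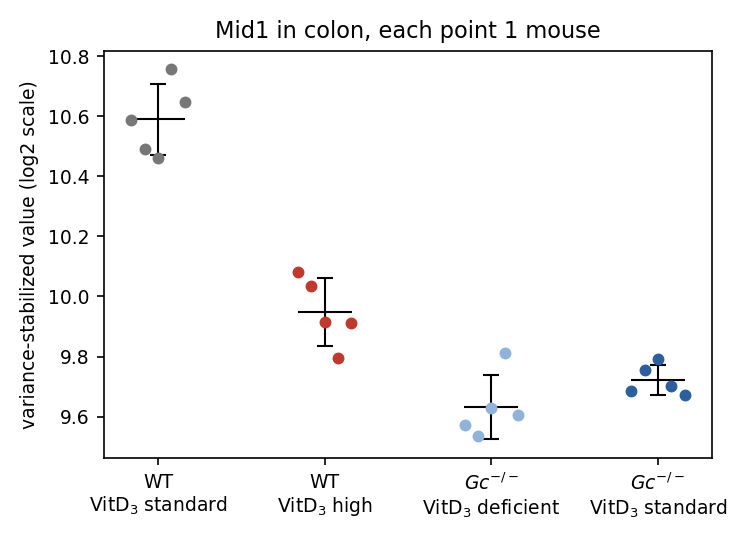
Value of *Mid1* in the colon of each mouse, by genotype and diet. The vertical axis is the variance-stabilized value on a log2 scale, each point is 1 mouse, and the horizontal and vertical bars are the mean and SD of 5 mice. WT mice on the standard diet lie between 10.46 and 10.76, WT mice on the VitD_3_ high diet between 9.80 and 10.08, and *Gc*-/- mice on either diet between 9.54 and 9.81.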

Although it did not alter gut permeability (Supplementary Fig. 1E), a VitD_3_ high diet induced profound changes in gene expression in colonic tissue of WT mice (Supplementary Fig. 5A). 

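The make-up of immune cells in the colon of WT mice was scored from marker genes of 13 populations listed before the data were examined. The score of a population is the mean, over its markers, of each gene's value minus the mean of that gene. The diets were compared with a two-sided exact permutation test of 5 against 5 mice, which allows no p under 0.0079, and with Benjamini-Hochberg adjustment over the populations. For NK cells 0 of 6 markers had enough reads, which left 12 populations. Over these a single population can reach no adjusted p under 0.0952 with the exact test, so that 1 population alone could not pass 0.05, and none of the 12 did. Unadjusted, 1 of the 12 was under 0.05. This was the score of regulatory T cells, 0.072 ± 0.148 (SD, n = 5) on the standard diet and -0.194 ± 0.108 (SD, n = 5) on the VitD_3_ high diet. The difference was -0.27 (exact permutation p = 0.00794, adjusted p = 0.0952), and the mice of the diets did not overlap. It rests on 2 of 6 markers, *Ikzf2* with a log2 difference of -0.47 and *Tnfrsf18* with -0.06. With all 6 markers, however few their reads, it was -0.07 (exact permutation p = 0.214). The markers with too few reads, *Foxp3*, *Il2ra*, *Ctla4* and *Tnfrsf4*, did not fall. *Foxp3* had 7.44 ± 0.116 (SD, n = 5) on the standard diet and 7.46 ± 0.152 (SD, n = 5) on the VitD_3_ high diet. The lower score is thus mostly that of *Ikzf2*. The scores of other lymphocytes differed by less than the spread between mice, by -0.02 for T cells (exact p = 0.976), -0.04 for CD4 T cells (exact p = 0.698), -0.04 for CD8 T and cytotoxic cells (exact p = 0.738) and -0.19 for B cells (exact p = 0.714). Macrophages and monocytes differed by 0.09 (exact permutation p = 0.357), dendritic cells by -0.04 (exact p = 0.706), neutrophils by -0.21 (exact p = 0.46) and mast cells by 0.26 (exact p = 0.167). Th17 cells and ILC3 differed by 0.18 (exact p = 0.373), plasma cells by 0.04 (exact p = 0.81) and eosinophils by 0.07 (exact p = 0.524). Of the 12 single markers of macrophages and monocytes, 4 had an unadjusted p under 0.05. Their smallest p adjusted over the list was 0.0978 (limma with Benjamini-Hochberg adjustment). By the same test, 1 of the 2 regulatory T cell markers passed over its list (adjusted p = 0.0472). No marker of another population did, and none passed over all genes. For CD8 T and cytotoxic cells, Th17 cells and ILC3, mast cells and eosinophils, 1 marker each had enough reads, so small populations were measured poorly at this depth.

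**Figure D2:**
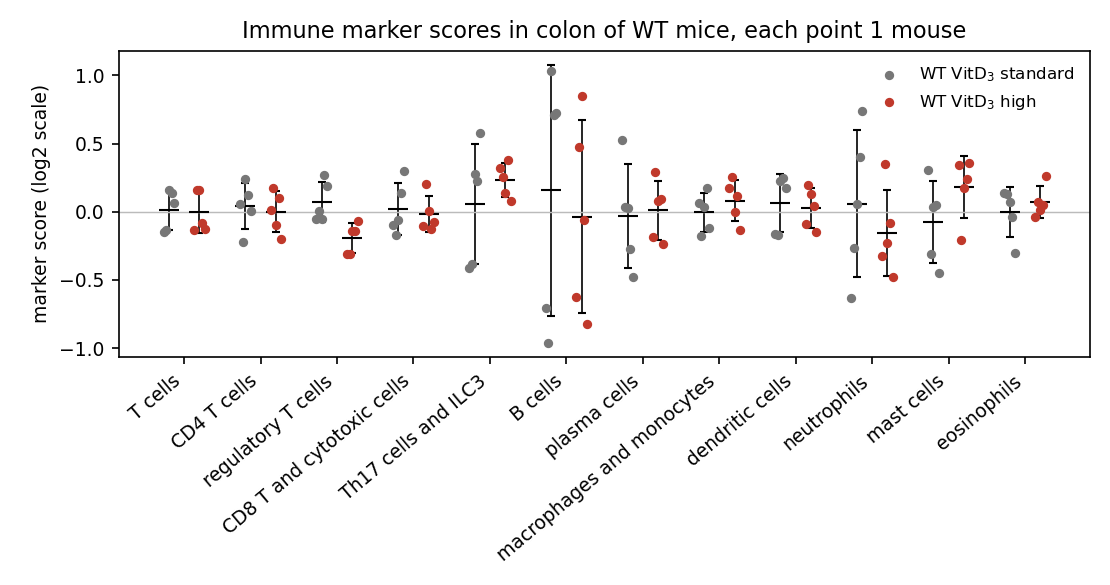
Marker scores of 12 immune populations in the colon of WT mice on the VitD_3_ standard and high diets. The vertical axis is the score on the log2 scale, each point is 1 mouse, and the bars are the mean and SD of 5 mice. The scores of B cells spread most between mice, with an SD of 0.921 on the standard diet and 0.71 on the VitD_3_ high diet.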

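Gene sets for signaling, cell junctions and antimicrobial defense were tested between the WT diets with camera of limma, which asks whether the genes of a set shift more than the other genes. A correlation of 0.01 between the genes of a set was assumed. Of 12 sets, 4 were lists fixed beforehand and 8 were Reactome sets, and 2 had an adjusted p under 0.05. The 17 genes of tight junctions fell on the VitD_3_ high diet by a mean of 0.11 on the log2 scale, with 14 of them lower (camera of limma, Benjamini-Hochberg adjusted p = 0.0378). The 16 genes of adherens junctions and desmosomes had a mean log2 difference of -0.11, with 14 lower (camera of limma, Benjamini-Hochberg adjusted p = 0.0357). With the mean score of each mouse compared by an exact permutation test, adjusted over the 4 lists, a test added after seeing the data, tight junctions had an adjusted p of 0.0476 (exact permutation p = 0.0159) and adherens junctions of 0.0476 (exact permutation p = 0.0238). No single gene of either list had an adjusted p under 0.05 over all genes, while 2 and 4 had an unadjusted p under 0.05. Adjusted over the list alone, *Afdn* passed (adjusted p = 0.0339 from limma with Benjamini-Hochberg adjustment). It is named here after its values were seen, and its log2 difference was -0.28 (standard error 0.080). The Reactome set for the organization of cell junctions (54 genes) did not shift, with a mean log2 difference of 0.05 (camera of limma, Benjamini-Hochberg adjusted p = 0.424). The Reactome set for adherens junctions (22 genes) moved opposite to the list, by 0.06, with 13 higher and 9 lower, and did not pass. Those for tight junctions (9 genes, -0.05) and cell-cell junctions (31 genes, 0.03) did not pass either. Their adjusted p were 0.424, 0.424 and 0.76 by the same test. Signal transduction (1252 genes) had a mean log2 difference of 0.005 and signaling by G protein-coupled receptors (310 genes) of 0.03, and neither passed. The 23 tested genes of antimicrobial defense had a mean log2 difference of -0.10, with 15 lower and 8 higher, and the innate immune set (429 genes) of -0.01; these did not pass either (camera of limma, Benjamini-Hochberg adjusted p = 0.424 and 0.566). At the assumed correlation, the tight and adherens junction lists also passed with the first principal component of the residuals as a covariate (adjusted p = 0.0227 and 0.0201). They passed too with a correction for transcript length and GC content, chosen after seeing the data (0.0155 and 0.035, camera of limma with Benjamini-Hochberg adjustment). Of the 12 sets, 0 passed when the correlation was estimated for each set, with a filter at 3 above the lowest value, with quantile normalization or with the self-contained test fry. With the correlation estimated, 11 of the 863 Reactome sets screened beside them had an unadjusted p under 0.05 and 0 passed. At the assumed correlation, 66 of the 863 passed, 48 higher and 18 lower on the VitD_3_ high diet, and 61 of 100 splits of the WT mice without regard to diet, the real one included, gave as many. Among these, interferon gamma signaling (78 genes) had a mean log2 difference of -0.09 (camera of limma, Benjamini-Hochberg adjusted p = 0.00487), and collagen synthesis and modification (45 genes) of 0.12 (camera of limma, Benjamini-Hochberg adjusted p = 0.00215). With this correlation estimated, neither had an adjusted p under 0.05 (camera of limma, Benjamini-Hochberg adjusted p = 0.999 for each).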

Gene expression analysis did not reveal marked compositional differences in specific immune cell populations, as predicted, but alterations in cellular signaling, cell junction organization, as well as in defense from microbes (Supplementary Fig. 5B-D). This is consistent with the ability of VitD, acting via VDR, to directly regulate the expression of multiple genes that impact host physiology (22, 34). 

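The VDR gene itself, *Vdr* (ENSMUSG00000022479, chromosome 15 from 97854425 to 97910630), was well covered in the colon, with 11989 to 21147 reads per WT mouse on the standard diet. Its variance-stabilized value was 14.11 ± 0.203 (SD, n = 5) there and 13.93 ± 0.121 (SD, n = 5) on the VitD_3_ high diet. The log2 difference was -0.18 (standard error 0.116, adjusted p = 0.545 from limma with Benjamini-Hochberg adjustment), within the spread between mice. *Cyp27a1*, a hydroxylase of VitD_3_, differed by 0.20 on the log2 scale (standard error 0.129, adjusted p = 0.56 from the same limma test with Benjamini-Hochberg adjustment). *Cyp2r1* and *Cyp27b1* had too few reads to be tested. Of 10 target genes of VDR on a list fixed beforehand, 7 could be tested, *Vdr* among them. Among these 7, 5 were lower and 2 higher on the VitD_3_ high diet, and 0 had a p-value under 0.05 even without adjustment. The smallest p adjusted over the list alone was 0.763 (limma with Benjamini-Hochberg adjustment). The largest differences were those of *S100g*, -0.64 (standard error 0.615), and *Slc30a10*, 0.25 (standard error 0.357), each within about 1 standard error of 0. *S100g* had between 0 and 791 reads per mouse on the standard diet. The tested genes *Cldn2*, *Slc37a2*, *Atp2b1* and *Abcb1a* had log2 differences of -0.16, -0.14, -0.07 and 0.07, and the signs of the last 3 changed under some of the alternatives tried. For *Slc37a2* the standard error was 0.921, with 354 to 21463 reads per mouse on the standard diet. The mean score of the 7 genes differed by -0.13 (exact permutation p = 0.706). Its SD was 0.724 on the standard diet and 0.169 on the VitD_3_ high diet. With this spread between mice, a moderate change of these genes could be missed. *Cyp24a1*, *Trpv6* and *Cyp3a11* lay under the filter and were not tested. The paper sets the changes in gene expression it describes on the VitD_3_ high diet beside the ability of VitD, through VDR, to regulate genes.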

To directly assess the importance of VDR in intestinal epithelial cells (IECs), we bred *Vdr*^*fl/fl*^ mice to *Villin*^*Cre*^ mice to generate a *Vdr*^*ΔIEC*^ strain that lacks VDR expression in IECs (Fig. 4B). Upon weaning, VDR^ΔIEC^ mice were maintained on diets complemented with calcium, phosphorus and lactose to mitigate the osteomalacia-like effects of abrogating VitD responsiveness in gut epithelium (35). This altered diet did not prevent the ability of VitD_3_ supplementation to increase tumor resistance in control WT mice [Fig. 4C, VitD_3_ high^+^ diet (where the + symbol denotes calcium/phosphorus/lactose complementation)]. However, VitD_3_ high^+^ diet failed to increase tumor resistance in littermate VDR^ΔIEC^ mice (Fig. 4C). Furthermore, the fecal matter of VDR^ΔIEC^ mice on VitD_3_ high^+^ diet was no longer able to transmit tumor resistance, unlike that of control WT littermates (Fig. 4D). These data indicate that VitD acts via IECs to favor a gut microbiome that increases immune-mediated cancer control.To look for VitD-associated alterations in the microbiome, we carried out shotgun metagenomic analyses of fecal samples from mice in which we altered VitD levels by manipulating diet and/or genotype. We found that bacterial species alpha diversity was largely similar across all samples while beta diversity and taxonomic profiles showed major differences across genotype but not diet (Supplementary Fig. 6A-D, 7A-B, 8A-B). To gain further insight into To gain further insight into bacterial species modulated by VitD availability, we combined 3 meta-analyses of different comparisons across experiments: Meta1, differences driven by genotype (WT vs. *Gc*^*-/-*^) in a VitD_3_^Standard^ condition; Meta2, differences driven by genotype (WT vs. *Gc*^*-/-*^) in the presence of varying levels of dietary VitD (VitD_3_^Standard^ and VitD_3_^High^); Meta3, differences driven by genotype (WT vs. *Gc*^*-/-*^) consistent with those driven by increased dietary VitD in WT (VitD_3_^Standard^ vs. VitD_3_^High^). This approach allowed us to identify 62 gene products and 2 taxa that were consistently regulated by VitD availability across conditions (Fig. 5A-B, Supplementary Fig. 9A-C). Higher VitD availability increased the abundance of *Bacteroides fragilis* at the expense of *Prevotella brevis* (Fig. 5B. Supplementary Fig. 9A-C, 10A-B). Because the ability of *Gc*^*-/-*^ mice to transmit tumour resistance through microbiota depends on the presence of dietary VitD, we removed background differences driven by genotype by contrasting *Gc*^*-/-*^ and WT in mice fed VitD_3_^Deficient^ and VitD_3_^Standard^ diets and focused on taxonomic differences observed exclusively in the presence of VitD (VitD_3_^Standard^). This analysis further confirmed the VitD-dependent increase in *Bacteroides fragilis* and reduction of *P. brevis* (Supplementary Fig. 10C). Therefore, we assessed whether either bacterium could impact tumor resistance in a VitD-dependent manner. Remarkably, three rounds of oral gavage with *Bacteroides fragilis* was sufficient to induce increased resistance to subsequent tumor transplantation across WT C576BL/6 mice procured from different sources and housed in two different animal units (Fig. 5C, left panel, Supplementary Fig. 10D). However, and in line with our earlier data using FT (Fig. 3D), tumor resistance induced by *Bacteroides fragilis* was prevented if the recipient mice were placed on a diet deficient in VitD_3_ (Fig. 5C, right panel). Thus, VitD availability is necessary to maintain a niche in which *Bacteroides fragilis* can thrive. Consistent with that notion, gavage with the bacterium led to slightly lower levels of the organism in the intestine of mice placed on a VitD_3_-deficient diet compared to those on a VitD_3_-standard diet (Supplementary Fig. 10E). In contrast to *Bacteroides fragilis*, gavage with *Prevotella brevis* did not increase tumor resistance (Fig. 5C) and, in fact, decreased it slightly in mice placed on a VitD_3_-deficient diet (Fig. 5C, right panel and Supplementary Fig. 10F).

## Vitamin D levels in humans correlate with cancer resistance

Polymorphisms in genes that encode proteins that participate in 1,25-(OH)_2_D biosynthesis (*CYP2R1, CYP27A1, CYP27B1*), that restrict VitD availability (*GC*) or mediate VitD biological functions (*VDR*) have been variously correlated with cancer risk, alterations in microbiota and/or changes in immune parameters in health and disease (36–40) (https://www.ebi.ac.uk/gwas/; Supplementary Fig. 11A and Supplemental Table 1). *VDR* is an ubiquitously expressed (Supplementary Fig. 11B) nuclear receptor that functions as a ligand-activated transcription factor. We therefore hypothesized that the expression of VDR target genes in any tissue, healthy or malignant, may act as a surrogate measurement of VitD availability in that tissue (24, 41). We assembled a gene signature (VitD-VDR sign) consisting of 237 VDR target genes from several human cell types identified using ChIP-sequencing datasets (Supplemental Table 2; 11, 42–46). We confined our analysis to ChIPseq data to increase resolution and ensure that we analyzed only primary VDR targets even if this might exclude other relevant VitD-inducible genes. We examined the expression of the VitD-VDR sign in different cancers using data from The Cancer Genome Atlas (TCGA) collection (Supplemental Table 2). Analysis of skin cancer (n=460), sarcoma (n=259), liver hepatocellular carcinoma (n=370), breast cancer (n=1092) and prostate adenocarcinoma (n=497) revealed that lower expression of the VitD-VDR signature correlated with poorer survival or more advanced disease (Fig. 6A-C). In the same cancers, the *VDR* transcript did not correlate with patient survival, highlighting a specific association of VDR target genes, but not necessarily *VDR* expression with cancer progression (Supplementary Fig. 11C and D). Comparison of human tumors with high versus low VitD-VDR sign revealed that VitD-VDR sign^high^ cancers displayed specific enrichment for genes and gene signatures of the same immune elements that we found to be required to restrict growth of mouse tumors following increased VitD availability (Supplementary Fig. 11E). This correlation between high VitD-VDR signature and gene signatures of anti-tumor immunity prompted us to further test the value of VitD-VDR sign in predicting responses to immunotherapy. We analyzed >1000 patients treated with immune checkpoint inhibitors (CPI1000^+^ cohort) across seven cancer types using bioinformatic pipelines and standardized clinical criteria, as reported (47). Low expression of VitD-VDR sign and, to a lesser extent, of *VDR*, was associated with resistance to immune checkpoint inhibitors and more rapid disease progression (Fig. 6D, Supplementary Fig. 11F). Overall, these data suggest that, in humans as in mice, lower VitD tissue availability is associated with lower overall immune-mediated control and worse cancer outcome.

Several human epidemiological studies have associated high total (bound and unbound to Gc) and free VitD serum levels with decreased cancer onset and extended patient survival (12–21). However, these studies are inconclusive and limited by relatively small sample sizes. Therefore, we analyzed combined data from the Danish Central Person Registry, the Cancer Registry and the Register of Laboratory Results for Research to include clinical information from a very large cohort of participants (1,496,766 individuals) that lived in Denmark and had at least one vitamin D (25-OHD) serum measurement registered between 2008-2017 (48, 49) (Fig. 6E). Time elapsed since one year following first 25-OHD serum measurement until first diagnosis of cancer was analyzed by a Cox regression model using age as the underlying time scale and adjusting for sex, sample collection time and Charlson’s comorbidity index calculated on the five years before the sample was taken, as described before (50). Skin pigmentation, which can impact VitD_3_ production in response to sun exposure, was not available as a variable but the analysis is unlikely to be affected by differences in ethnicity as the Danish population is highly homogeneous (86% of Danish descent). Further, the relatively northerly latitude of Denmark means that most of the year is “vitamin D winter”; i.e. the period during which cutaneous synthesis of vitamin D_3_ does not occur. Skin cancer was excluded from the study because sun exposure is a major confounder as it contributes to both VitD_3_ synthesis and skin carcinogenesis. (In the previous analysis of cancer outcomes (Fig. 6A, B and D), this confounder is not relevant as we correlated VitD-induced transcripts with outcome of patients that already developed skin cancer.) Notably, and consistent with our preclinical mouse models, we found that a low serum measurement of 25-OHD, indicative of vitamin D deficiency at the time the sample was taken, is associated with increased cancer risk in 6/10 individual cancer cohorts over the following decade. This analysis highlights that low vitamin D serum levels can be a prospective risk factor for cancer development in humans (Fig. 6E).

## Discussion

The interplay between diet, microbiome and the immune system is increasingly recognized as an important component of immunity, including to cancer (51–53). Studies in mice and humans have shown gut commensals to influence anti-cancer immune responses and impact the efficacy of immune checkpoint blockade therapy (54–60). The host factors that allow gut-resident microbes to modulate anti-cancer immune responses remain elusive. Here, we show that increased VitD availability upon genetic deletion of Gc or following vitamin D dietary supplementation alters the gut microbiome to enhance cancer immunity (graphical summary in Supplementary Fig. 12A, B). Specifically, VitD levels appear to regulate the abundance and/or metabolic properties of *Bacteroides fragilis*, an anaerobic Gram-negative bacterium that is part of the normal microbiome of humans and mice. Remarkably, gavage of WT mice with fecal matter from *Gc*^*-/-*^ mice or a non-enterotoxic clinical isolate of *Bacteroides fragilis* was sufficient to confer increased immune-mediated tumor resistance. This did not require antibiotic-mediated conditioning of the recipient mice but necessitated continued availability of dietary vitamin D, demonstrating the dependence of the *Bacteroides fragilis* “niche” on the micronutrient. Our data further indicate that this niche requires the activity of VitD on IECs but further work will be required to understand which VDR-dependent IEC-derived factors are involved and whether they allow for *Bacteroides fragilis* expansion or alter its immunomodulatory activity. With regards to the latter, we do not presently know how *Bacteroides fragilis* acts to boost cancer immunity although our findings suggest that MyD88-dependent receptor signaling and type I IFN production are necessary, as are cDC1-dependent T cell responses. Interestingly, *Bacteroides fragilis* has been previously associated with favorable anti-tumor immune responses following treatment of patients with anti-CTLA-4 whereas gut-resident *Prevotella* species had the opposite effect (55, 61). Further, vitamin D supplementation in healthy human volunteers is associated with a significant increase in intestinal *Bacteroides* species and in the *Bacteroides / Prevotella ratio* (62, 63) and abundance of *Bacteroides fragilis* in human infant fecal samples shows a positive correlation with maternal plasma 25-(OH)D levels (64). Thus, our data suggest a model in which VitD levels in humans, as in mice, modulate the ability of intestinal cells to produce mediators that select for an altered microbiome that includes organisms such as *Bacteroides fragilis*, which potentiate cancer immunity (graphical summary in Supplementary Fig. 12C). Whether this comes at the risk of adverse effects, especially given the ability of *Bacteroides fragilis* to become pathogenic (65), will require further assessment. However, in mice, we do not see evidence for *Bacteroides fragilis*-associated exacerbation of gut inflammation and the bacterium is also reported to protect gut integrity and reduce colorectal cancer induction (66, 67).

In some but not all studies, higher blood levels or increased dietary intake of vitamin D have been correlated with a lower risk of colorectal, breast, prostate and pancreatic tumors (12–21). Our data from nearly 1.5 million individuals, the largest ever such cohort, confirms that a low VitD measurement correlates with increased subsequent risk of cancer incidence. Notably, this may be an underestimate of the true effect of VitD in cancer protection as those individuals who were found to be VitD deficient may have subsequently redressed it with dietary supplements, a factor that is not considered in our analysis. Interestingly, VitD levels at diagnosis of melanoma have been reported to positively correlate with both thinner tumors and better survival (68). As it is exceedingly difficult to control for diet and sunlight exposure, and because a single measurement of VitD may not reflect actual vitamin D availability, we derived a VitD-VDR gene signature as a surrogate of tissue VitD activity. We show that this VitD-VDR gene signature correlates with cancer patient survival, consistent with studies showing that VitD can decrease cancer cell proliferation, promote apoptosis, reduce angiogenesis (7–9), and dampen the pro-tumorigenic activity of cancer-associated fibroblasts (10, 11). Importantly, we further show that the VitD-VDR gene signature correlates with signatures of anti-cancer immunity and with patient responses to immunotherapy. Similarly, VDR expression in melanoma correlates with immune score and increased patient survival, possibly because VDR signals help counteract immunosuppressive Wnt signaling (69). Notably, a recent study reports that greater VitD levels at baseline or after dietary correction correlate with higher responsiveness to immune checkpoint blockade therapy in a cohort of advanced melanoma patients (70). Thus, in humans as in mice, VitD activity appears to potentiate immune responses to cancer.

In sum, here we report that disrupted vitamin D signalling in IECs alters the intestinal microbiome, which in turns impacts immunity to cancer in mice. Further, we show that the vitamin D status of human patients and VitD-VDR signatures within tumors impacts cancer incidence, survival and/or the response to immunotherapy. Further work will be necessary to assess to what extent of overlap between these two findings. Longitudinal studies in humans will help to disentangle the interaction between VitD availability with the microbiome and immunity to cancer, as well as to better assess the effects of vitamin D dietary supplementation.

## Supplementary Material

Supplementary fig. 1

## Figures and Tables

**Fig. 1:**
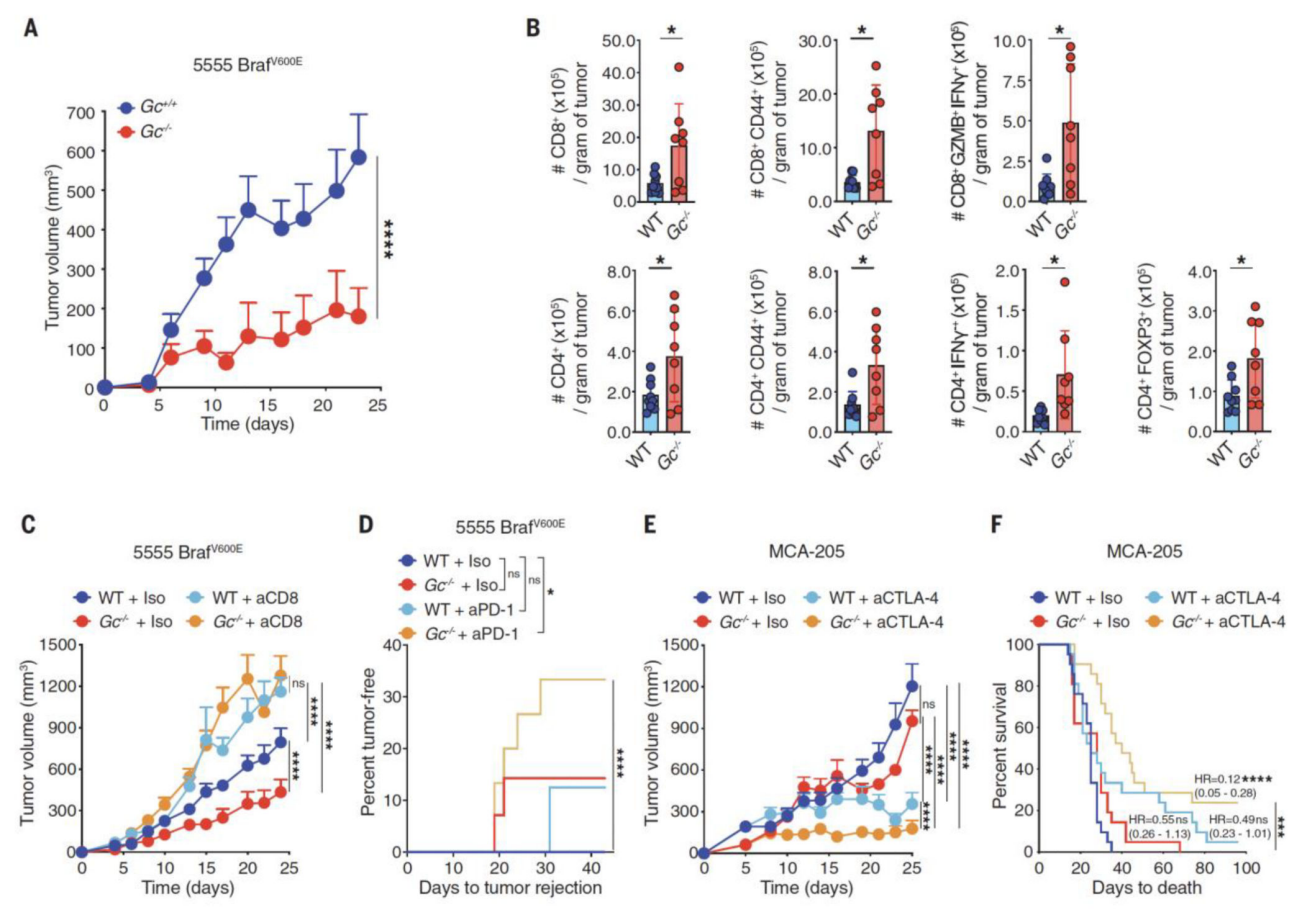
Loss of Gc increases CD8^+^ T cell dependent tumor control and augments response to immunotherapy. (**A**) Growth profile of 0.2 x 10_6_ 5555 Braf^V600E^ cancer cells implanted in separately housed groups of *Gc*^*-/-*^ mice (n=8) and *Gc*^*+/+*^ littermate control mice (n=11). (**B**) Quantification of the indicated intratumoral immune cell populations in separately housed groups of WT C57BL/6J (n=9) or *Gc*^*-/-*^ (n=8) mice at day 15 post-inoculation with 5555 Braf^V600E^ cancer cells. Data are presented as number of cells per gram of tumor from two independent experiments. (**C**) As in (A) but mice received anti-CD8 antibody or isotype-matched control (300μg intraperitoneally (i.p.) on days -3, 1, 4, 7, 10, 13, 16, 19, 22). WT C57BL/6J + isotype (n=12), WT C57BL/6J + anti-CD8 (n=12), *Gc*^*-/-*^ + isotype (n=14) and *Gc*^*-/-*^ + anti-CD8 (n=13). (**D**) Percent of 5555 Braf^V600E^ tumor rejection from two independent experiments in separately housed WT C57BL/6J or *Gc*^*-/-*^ groups of mice that received anti-PD-1 monoclonal antibody or isotype-matched control (200μg i.p. every 3 days from day 3 to day 18). WT + isotype (n=15), WT + anti-PD-1 (n=16), *Gc*^*-/-*^ + isotype (n=14), *Gc*^*-/-*^ + anti-PD-1 (n=15). (**E-F**) Separately housed WT C57BL/6J or *Gc*^*-/-*^ groups of mice implanted with 0.5 x 10^6^ MCA-205 and given isotype-matched control or anti-CTLA-4 (50μg injected i.p. on days 6, 9 and 12). (**E**) Growth profile (n=10 mice per group). (**F**) Survival (Kaplan-Meier) curves from two independent experiments (n=21 mice per group). Data in (A, C and E) are presented as tumor volume (mm^3^) ± SEM and are representative of two independent experiments. Tumor growth profiles (A, C and E) were compared using Bonferroni-corrected two-way ANOVA. Groups in (B) were compared using two-tailed unpaired t test with Welch’s correction. Incidence of tumor rejection and survival (Kaplan-Meier) curves in (D and F) were compared using Log-rank (Mantel-Cox) test for comparison of each group with WT C57BL/6J + isotype and Log-rank for trend for comparison of all groups. In (F) hazard ratios (HR) with 95% confidence interval are shown in brackets, calculated as a ratio of each group / WT + isotype. *p<0.05, ***p< 0.001, ****p< 0.0001; ns, not significant.

**Fig. 2:**
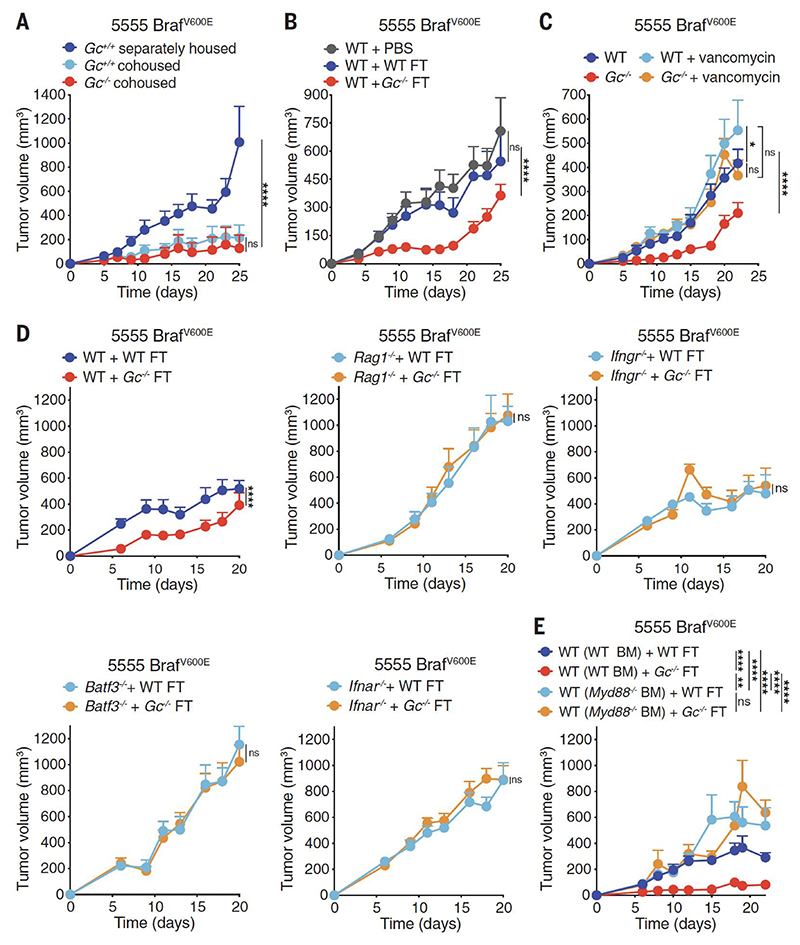
Fecal transplants from *Gc*^*-/-*^ mice increase anti-cancer immunity. (**A-E**) Growth profile of 0.2 x 10^6^ 5555 Braf^V600E^ cancer cells implanted into: (**A**) Separately housed *Gc*^*+/+*^ (n=12) and co-housed *Gc*^*+/+*^ (n=7) and *Gc*^*-/-*^ (n=6) groups of mice. (**B**) Separately housed groups of WT C57BL/6J mice (n=10 per group) that received orally PBS or fecal transplant (FT) from WT or *Gc*^*-/-*^ donors twice (days -14 and - 12) before tumor inoculation (day 0). (**C**) Separately housed groups of WT C57BL/6J or *Gc*^*-/-*^ mice that received or not vancomycin (0.5 g/L) in the drinking water starting from 2 weeks prior to tumor inoculation. WT (n=11), WT + vancomycin (n=10), *Gc*^*-/-*^ (n=11), *Gc*^*-/-*^ + vancomycin (n=10). (**D-E**) the indicated separately housed groups of mice that received oral FT from WT C57BL/6J or *Gc*^*-/-*^ donors twice (days -14 and -12) prior to tumor inoculation (day 0). (**D**) WT (n=11 per group), *Rag1*^*-/-*^ (n=9 per group), *Ifngr1*^*-/-*^ (n=10 per group), *Batf3*^*-/-*^ (n=10) and *Ifnar*^*-/-*^ (n=10 per group) mice, (**E**) Irradiated CD45.1 WT mice reconstituted using bone marrow (BM) from CD45.2 WT or *Myd88*^*-/-*^ donors. WT (WT BM) + WT FT (n=11), WT (WT BM) + *Gc*^*-/-*^ FT (n=12), WT (*Myd88*^*-/-*^ BM) + WT FT (n=10), WT (*Myd88*^*-/-*^ BM) *Gc*^*-/-*^ FT (n=10). Data in (A-E) are presented as tumor volume (mm^3^) ± SEM and are representative of two independent experiments. Tumor growth profiles (A-E) were compared using Bonferroni-corrected two-way ANOVA. *p<0.05, **p<0.01, ***p< 0.001, ****p< 0.0001; ns, not significant.

**Fig. 3:**
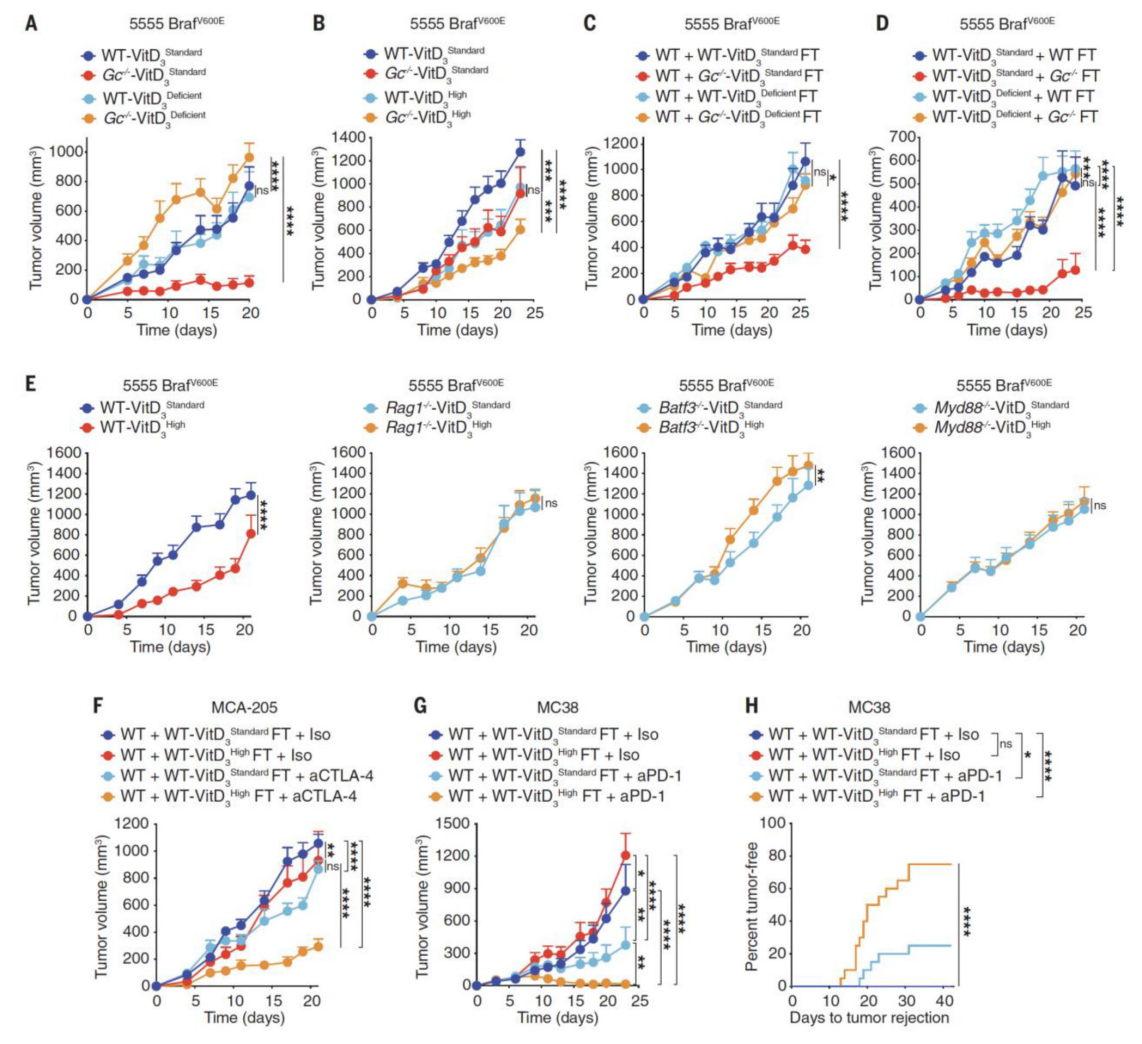
Loss of Gc increases VitD-dependent anti-cancer immunity by altering the gut microbiome. (**A-E**) Growth profile of 0.2 x 10^6^ 5555 Braf^V600E^ cancer cells implanted into: (**A-B**) WT C57BL/6J or *Gc*^*-/-*^ mice that were fed a VitD_3_ standard (2 IU/g), deficient (0 IU/g) or high (10 IU/g) diet starting from 3.5 weeks before tumor inoculation. (**A**) WT + VitD_3_^Standard^ (n=8), WT + VitD_3_^Deficient^ (n=9), *Gc*^*-/-*^ + VitD_3_^Standard^ (n=8), *Gc*^*-/-*^ + VitD_3_^Deficient^ (n=9). (**B**) WT + VitD_3_^Standard^ (n=12), WT + VitD_3_^High^ (n=13), *Gc*^*-/-*^ + VitD_3_^Standard^ (n=12), *Gc*^*-/-*^ + VitD_3_^High^ (n=13). (**C**) WT C57BL/6J (n=10 per group) that received (on days -14 and -12 prior to tumor inoculation) FT from WT C57BL/6J or *Gc*^*-/-*^ donors that had been fed with VitD_3_ standard or deficient diet. (**D**) WT C57BL/6J mice that were fed a VitD_3_ standard or deficient diet starting 3.5 weeks before FT (on days -14 and -12 prior to tumor inoculation) with fecal matter from WT C57BL/6J or *Gc*^*-/-*^ donors. WT-VitD_3_^Standard^ + WT FT (n=7), WT-VitD_3_^Standard^ + WT *Gc*^*-/-*^ (n=10), WT-VitD_3_^Deficient^ + WT FT (n=10), WT-VitD_3_^Deficient^ + WT *Gc*^*-/-*^ FT (n=10). (**E**) WT C57BL/6J, *Rag1*^*-/-*^, *Batf3*^*-/-*^ or *Myd88*^*-/-*^ mice (n=10 per group) that were fed with VitD_3_ standard or high diet starting from 3.5 weeks before tumor inoculation. (**F**) Growth profile of 0.5 x 10^6^ MCA-205 cancer cells implanted into WT C57BL/6J mice (n=10 per group) that received (on days -14 and -12 prior tumor inoculation) FT from WT C57BL/6J donors that were fed with VitD_3_ standard or high diet. Mice were treated i.p. with 50μg of isotype-matched control or anti-CTLA-4 antibody on days 6, 9 and 12. (**G-H**) Separately housed groups of WT C57BL/6J mice implanted with 0.5 x 10^6^ MC38 that received (on days -14 and -12 prior to tumor inoculation) FT from WT C57BL/6J donors that were fed with VitD_3_ standard or high diet. Mice were treated i.p. with 200μg of isotype-matched control or anti-PD-1 monoclonal antibody every 3 days from day 3 to day 12. (**G**) Growth profile (n=10 mice per group). (**H**) Percent tumor rejection from two independent experiments (n=20 mice per group). Data in (A-G) are presented as tumor volume (mm^3^) ± SEM and are representative of two independent experiments. Tumor growth profiles (A-G) were compared using Bonferroni-corrected two-way ANOVA. Incidence of tumor rejection in (H) were compared using Log-rank (Mantel-Cox) test for comparison of each group with WT C57BL/6J + isotype and Log-rank for trend for comparison of all groups. *p<0.05, **p<0.01, ***p< 0.001, ****p< 0.0001; ns, not significant.

**Fig. 4:**
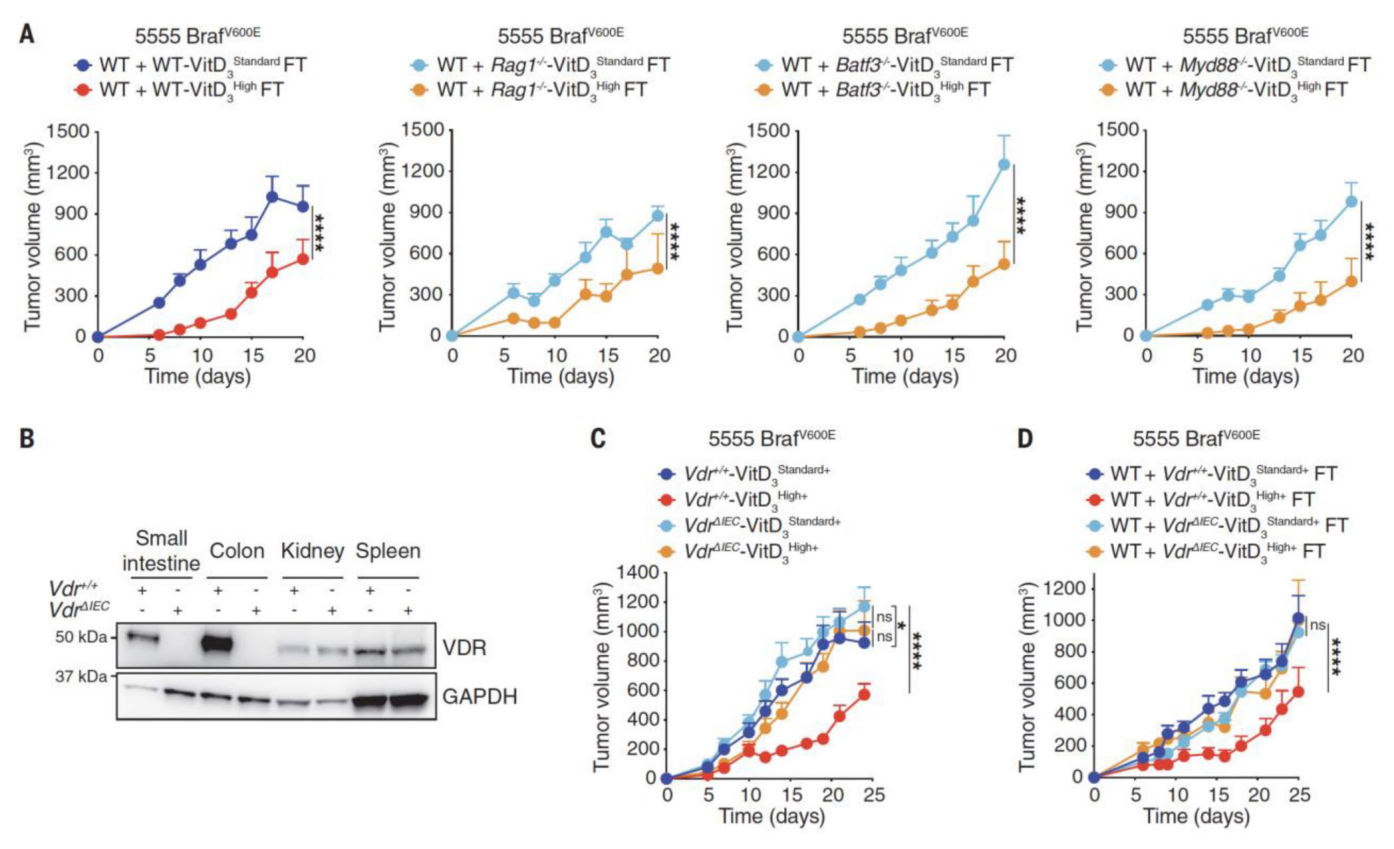
VitD acts via VDR in the gut epithelium to alter gut microbiome and permit tumor control. (**A, C-D**) Growth profile of 0.2 x 10^6^ 5555 Braf^V600E^ cancer cells implanted into: (**A**) WT C57BL/6J mice that received (on days -14 and -12 prior to tumor inoculation) FT from WT C57BL/6J, *Rag1*^*-/-*^, *Batf3*^*-/-*^ or *Myd88*^*-/-*^ donors that had been fed for 3.5 weeks on a VitD_3_ standard or VitD_3_ high diet. WT + WT-VitD_3_^Standard^ FT (n=10), WT + WT-VitD_3_^High^ FT (n=10), WT *+ Rag1*^*-/-*^*-* VitD_3_^Standard^ FT (n=10), WT + *Rag1*^*-/-*^-VitD_3_^High^ FT (n=9), WT + *Batf3*^*-/-*^-VitD_3_^Standard^ FT (n=11), WT + *Batf3*^*-/-*^-VitD_3_^High^ FT (n=11), WT + *Myd88*^*-/-*^-VitD_3_^Standard^ FT (n=9), WT + *Myd88*^*-/-*^-VitD_3_^High^ FT (n=9). (**B**) Lysates from the indicated mouse tissues of *Vdr*^*+/+*^ and *Vdr*^*Δ IEC*^ mice immunoblotted for VDR and GAPDH. (**C**) *Vdr*^*+/+*^ or *Vdr*^*ΔIEC*^ mice kept on a VitD_3_ standard^+^ (2 IU/g) diet complemented with 2% calcium, 1.25% phosphorus and 20% lactose were then maintained on the same diet or switched to a VitD_3_ high^+^ (10 IU/g) diet (similarly complemented with 2% calcium, 1.25% phosphorus and 20% lactose) from 3.5 weeks before tumor inoculation. *Vdr*^*+/+*^-VitD_3_^Standard+^ (n=12), *Vdr*^*+/+*^-VitD_3_^High+^ (n=11), *VdrΔIEC* -VitD_3_^Standard+^ (n=15), *VdrΔIEC* - VitD_3_^High+^ (n=15) (**D**) WT C57BL/6J mice (n=10 per group) received (on days -14 and -12 prior to tumor inoculation) FT from the groups in (C), i.e., *Vdr^+/+^* or *Vdr^ΔIEC^* donors that were fed with VitD_3_ standard^+^ or VitD_3_ high^+^ diet. Data in (A, C and D) are presented as tumor volume (mm^3^) ± SEM and are representative of two independent experiments. Tumor growth profiles (A, C and D) were compared using Bonferroni-corrected two-way ANOVA. *p<0.05, ****p< 0.0001; ns, not significant.

**Fig. 5:**
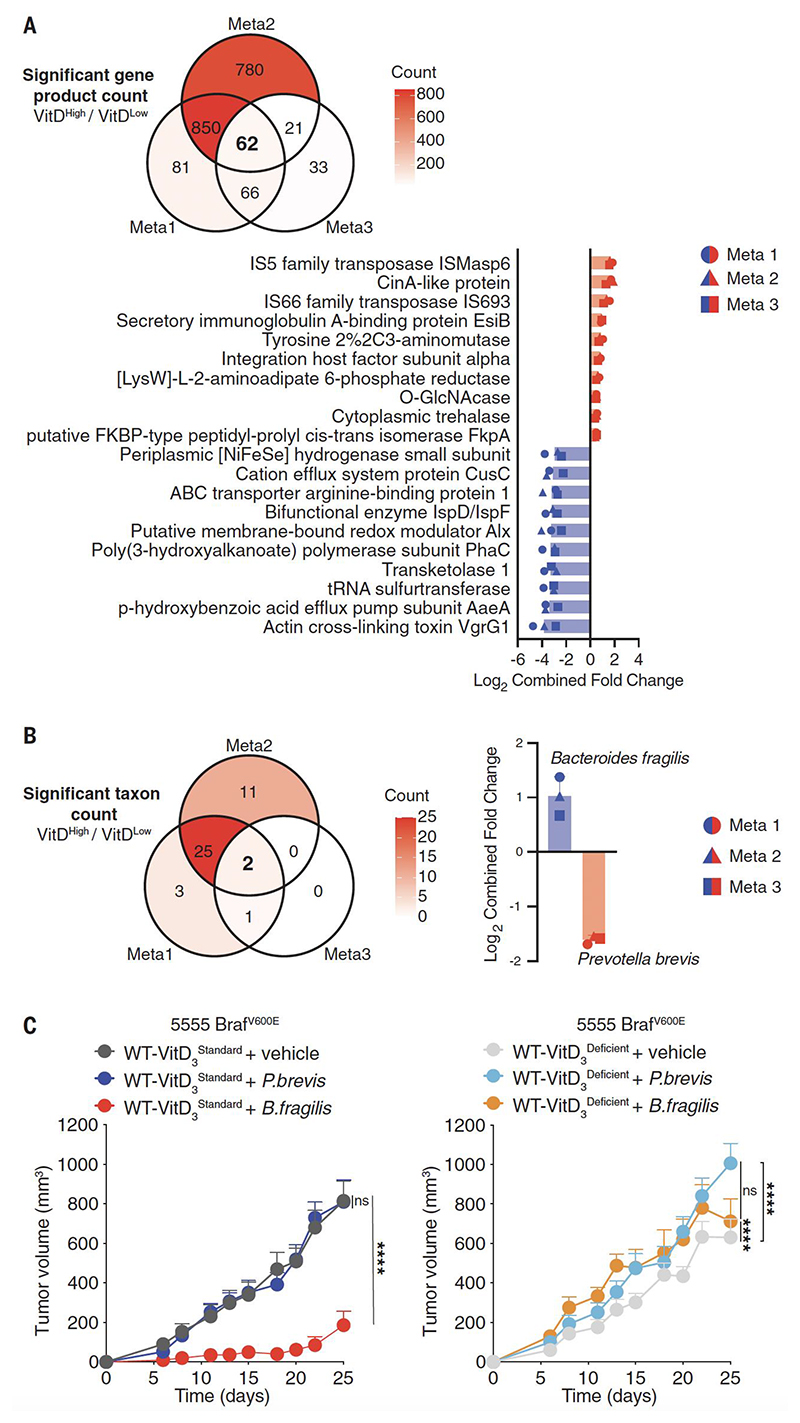
*B.fragilis* promotes tumor resistance in a VitD-dependent manner. (**A-B**) Meta-analysis of metagenomic data to determine (**A**) common features in microbial gene products (top 20/62 features in each direction shown, 20/62) and (**B**) last known taxon associated with differences in VitD availability. Fecal samples were sequenced from WT or *Gc*^*-/-*^ mice that had been fed with VitD_3_ standard (2 IU/g), deficient (0 IU/g) or high (10 IU/g) diet for 3.5 weeks. Comparison is of mice with high VitD availability [WT + VitD_3_^High^ (n=13), *Gc*^*-/-*^ + VitD_3_^Standard^ (n=20), *Gc*^*-/-*^ + VitD_3_^High^ (n=13) vs. mice with normal or low VitD availability [WT + VitD_3_^Standard^ (n=22), WT + VitD_3_^Deficient^ (n=10), *Gc*^*-/-*^ + VitD_3_^Deficient^ (n=10)]. In (A, B), count of significant features indicated in the Venn diagram and shown by color scale (top) and ranked bar plots (bottom) show common features across 3 meta-analyses as indicated. (**C**) Growth profile of 0.2 x 10^6^ 5555 Braf^V600E^ cancer cells implanted into separately housed WT C57BL/6 groups of mice (n=10 per group) fed with VitD_3_ standard (left graph) or deficient diet (right graph), starting 3.5 weeks before receiving *B. fragilis, P. brevis* or vehicle. Mice received 10^9^ *B. fragilis* or *P. brevis* by oral gavage on days -14, -12 and -10 prior to tumor inoculation. Data in (A, B) are presented as average log_2_ median fold change from three meta-analyses of data from two independent experiments. Data in (C) are presented as tumor volume (mm^3^) ± SEM and are representative of two independent experiments for *P. brevis* and 3 independent experiments for *B. fragilis*. In (A, B), p values were calculated using the Mann–Whitney–Wilcoxon U test on parts per million (PPM) relative abundances for that feature in samples within each group for pairwise comparisons. The combined p value (cp) for meta-analysis of within-group comparisons was calculated using Fishers P value. For each feature type, the cut-offs for the meta-analysis were: p< 0.2, cp< 0.1, false discovery rate (FDR)<0.15. Tumor growth profiles (A, C and D) were compared using Bonferroni-corrected two-way ANOVA. ****p< 0.0001; ns, not significant.

**Fig. 6:**
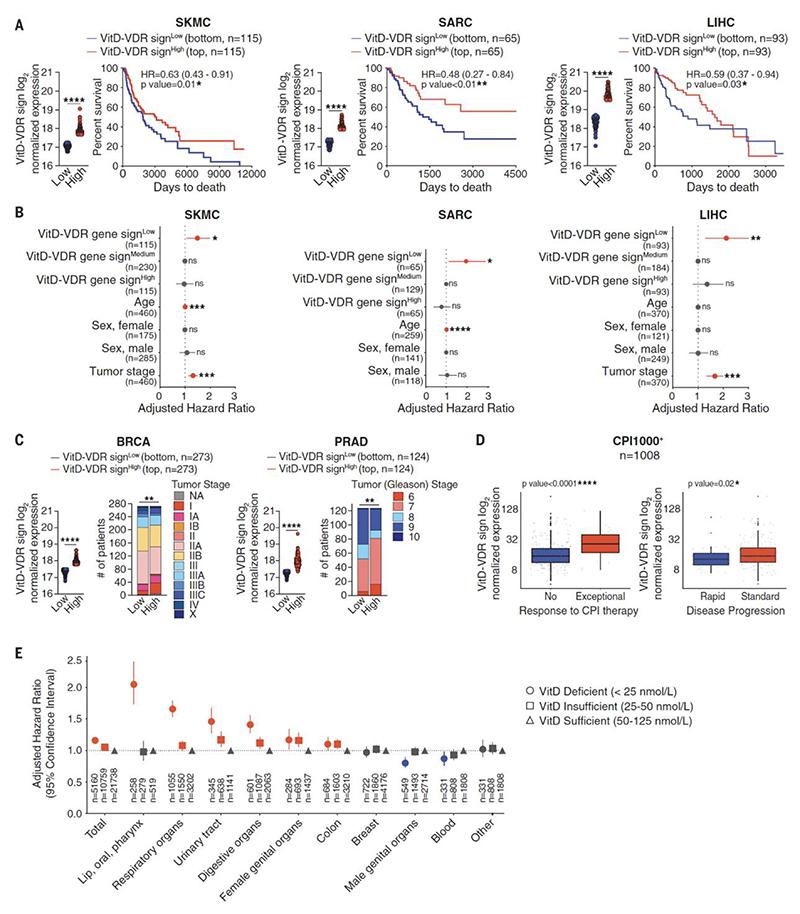
VitD correlates with lower risk of cancer and increased patient survival. (**A**) Prognostic value of VitD-VDR gene signature levels for overall survival and hazard ratio comparing samples with the lowest (VitD-VDR sign^Low^) versus highest (VitD-VDR sign^High^) expression in the indicated TCGA datasets. Skin cutaneous melanoma (SKMC, n=460), sarcoma (SARC, n=259), liver hepatocellular carcinoma (LIHC, n=370), bottom and top 25% of patient cohort. (**B**) Hazard ratio, adjusted for age, sex and tumor stage, comparing samples with the lowest (VitD-VDR sign^Low^) or highest (VitD-VDR sign^High^) versus medium (VitD-VDR sign^Medium^) expression in the indicated TCGA datasets as in (A). (**C**) Prognostic value of VitD-VDR signature levels for tumor stage comparing samples with the lowest (VitD-VDR sign^Low^) versus highest (VitD-VDR = sign^High^) expression in the indicated TCGA datasets. Breast cancer (BRCA, n=1092), prostate adenocarcinoma (PRAD, n=497), bottom and top 25% of patient cohort. (**D**) VitD-VDR signature levels in samples with no response vs. exceptional response (left) and rapid vs. standard disease progression (right) of patients (n=1008) treated with checkpoint inhibitors (CPI1000^+^ cohort). (**E**) Estimated hazard ratio, adjusted for sex, age and Charlson’s comorbidity index, in the VitD deficient (<25 nmol/L) or insufficient (25-50 nmol/L) group versus the VitD sufficient (50-125 nmol/L) group of individuals (n=1,496,766) that were living in Denmark between 2008-2017. In (A) data are presented as mean of log2 normalized expression ± SEM. In (C) data are represented as number of patients that are subdivided based on the tumour stage. In (D) data are presented as log2 normalized expression box-and-whisker plot with median, 25^th^ and 75^th^ percentiles represented by the box and min/max by the whiskers. Survival (Kaplan-Meier) curves in (A) were compared using Log-rank (Mantel-Cox) test. In (A, B and E) hazard ratios (HR) with 95% confidence interval showed. In (A and C) gene signature levels between groups were compared using two-tailed unpaired t test with Welch’s correction. In (C) frequency of tumour stage was compared between groups using Chi-squared test. In (D) expression of gene signature between the groups was compared using Wilcoxon signed-rank test. *p<0.05, **p<0.01, ***p< 0.001, ****p< 0.0001; ns, not significant.

## Data Availability

All data are available in the manuscript or the supplementary materials. Materials and reagents described in this study are either commercially available or available on request from the corresponding author. Shotgun metagenomics data are available through the National Center for Biotechnology Information Sequence Read Archive (NCBI SRA) under BioProject ID PRJNA1077927. Colon RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE219214.

How the deposited data were processed for this re-analysis (not part of the article)

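RNA of the colon was measured in 20 mice, 5 each of WT mice on the VitD_3_ standard diet, WT mice on the VitD_3_ high diet, *Gc*-/- mice on the VitD_3_ deficient diet and *Gc*-/- mice on the VitD_3_ standard diet. Each mouse was mapped to its group from the sample labels and the figure legends of the paper. The authors deposited 1 table of variance-stabilized log2 values for 33370 genes over all 20 mice, and 0 of its columns were left unused. The alignment, the counting of reads, the genome build and the annotation are not named in the paper's text. The *Gc* gene itself was not analysed here, so the genotype labels were taken as given.

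The deposited log2 values share 1 lowest value, that of a gene without reads, and the closed form of the variance-stabilizing transformation was undone to obtain reads per gene and mouse. These served for depth, for the comparison of replicates and for one alternative. Depth ranged from 29355779 to 52212649 reads per mouse. At this depth counting error is small for genes with many reads, and the spread between mice limits the precision. Chi-square per gene between mice of 1 group, over genes with at least 20 reads, was between 22.5 and 244.3 over 40 pairs, where sampling noise alone gives about 1. Positions and names are from GENCODE M21 on GRCm38, which matched 33221 of the 33370 identifiers; this need not be the annotation the authors used.

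Group means were fitted to the log2 values with limma 3.58.1 in R 4.3.3 and moderated with a mean-variance trend, for the 14720 genes whose mean lay at least 1 above the lowest value. No count test was used, since the deposited values are not counts. The comparisons were the VitD_3_ high against the standard diet in WT mice, the standard against the deficient diet in *Gc*-/- mice, *Gc*-/- against WT mice on the standard diet, the difference between the diet effects of the genotypes, and their mean. The threshold was an adjusted p of 0.05 by the Benjamini-Hochberg method. Gene sets were tested with camera of limma at an inter-gene correlation of 0.01, and the Reactome sets were taken from fgsea 1.28.0. The screen of Reactome sets covered those of 10 to 500 tested genes. This limit was not applied to the Reactome sets chosen for signaling, cell junctions and antimicrobial defense. Marker scores were compared with a two-sided exact permutation test over the 252 assignments of 5 against 5 mice. The genes named are those the paper names for the handling of VitD, a list of VDR target genes, up to 5 genes in each direction with the largest log2 difference among those past the threshold whose groups do not overlap, and, where none pass, the 3 with the smallest p. Other genes are said to have been chosen after their values were seen.

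The fit was tested on simulated data with 200 of 14720 genes changed. It called 197 genes, of which 13 were false, and found 92% of the changed genes; with no gene changed it called 0. The simulated genes varied independently of each other, with a spread smoothed over genes of like read number. In the real data, genes vary together: the first principal component of the residuals held 27% of their variance. The share found and the false calls of the simulation thus need not hold for the real data. For counts of genes the alternatives were no filter, a filter at 3 above the lowest value, quantile normalization, no mean-variance trend, the first principal component of the residuals as a covariate, array weights, only the compared groups in the fit, and each mouse left out in turn. For the 12 process sets they were the filter at 3, quantile normalization, the principal component, the correlation estimated for each set, the self-contained test fry and each WT mouse left out in turn, and for the screen of all Reactome sets the principal component, the estimated correlation and each WT mouse left out in turn. For immune populations they were the median over markers, camera, markers without a filter, quantile normalization and each WT mouse left out in turn. After the data were seen, voom of limma on the recovered reads, a correction of each mouse for transcript length and GC content, that correction with only the WT groups in the fit, and an exact permutation test of the scores of the 4 listed process sets were added, of which voom was used for genes alone and the correction also for sets. The correction covered the 14692 genes with a transcript length. For each count of genes or sets, 100 splits of the mice were drawn with a fixed seed, the real one included, from 126 different splits where 5 mice are set against 5. NK cells were left out because 0 of their 6 markers passed the filter.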

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

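Of the tests in this part, those of *Mid1*, of the length and GC content for *Dusp1*, and of neighbouring genes, of diet and of the other mice for the genes that differ by genotype, and of the part of the colon were chosen only after the result was seen. The comparisons, the splits of the mice, the early-response genes for *Dusp1*, the shared windows and the neighbourhood of *Gc* were chosen before their result was seen.

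The effect of the diet on *Mid1* differed between the genotypes. The difference of the log2 differences was -0.73 (standard error 0.095, adjusted p = 0.00413 from limma with Benjamini-Hochberg adjustment; between 0.000933 and 0.0156 over the alternatives). It was lower on the VitD_3_ high diet in WT mice, while the diets of *Gc*-/- mice did not differ detectably (log2 difference 0.09, unadjusted p = 0.194 and adjusted p = 0.976 from limma with Benjamini-Hochberg adjustment). A response to the amount of VitD_3_ in both genotypes is thus not seen, although the doses compared differ between the genotypes. *Mid1* was also lower in *Gc*-/- than in WT mice on the standard diet, by a log2 difference of -0.87 (adjusted p = 2.53e-07, limma with Benjamini-Hochberg adjustment). A pair of genes at the ends of the sex chromosomes, looked at after their values were seen, fell in the same steps. *Gm21887*, next to *Mid1* on chromosome X (170009659 to 170019281), differed by -1.26 between the WT diets (adjusted p = 0.141) and by -2.81 between the genotypes, and *Gm47283* on chromosome Y (90784738 to 90816464) by -1.47 (adjusted p = 0.169) and -4.06, by the same limma test with Benjamini-Hochberg adjustment. With only the WT groups in the fit, both passed (adjusted p = 0.0295 for each, limma with Benjamini-Hochberg adjustment). These 2 genes share windows with each other, 59.7% of those of *Gm21887* and 40.5% of those of *Gm47283*. A candidate explanation is a difference between the mice at the end of the X and Y chromosomes that is not due to the diet. The other tested genes in the last 5 Mb of chromosome X went both ways between the WT diets. They ranged from -0.19 for *Tceanc* to 0.16 for *Gpm6b*, with a smallest adjusted p of 0.379 (limma with Benjamini-Hochberg adjustment). The fall was thus not shared by this region as a whole. These other genes all end at or before 169320372, ahead of the start of *Mid1* at 169685199. They therefore do not test the very end of the chromosome, where *Mid1* and *Gm21887* lie. Within groups, *Mid1* was not correlated with *Gm47283* over 20 mice (Pearson r = 0.096, permutation p = 0.627; Spearman rho = 0.191, permutation p = 0.398; r = 0.163 without the 2 mice farthest from the median), nor with *Gm21887* (Pearson r = -0.129, permutation p = 0.553; Spearman rho = -0.114, permutation p = 0.627; r = 0.008), with an adjusted p of 0.627 for both Pearson tests. A difference shared by all mice of a group cannot show within groups, so this test does not decide. Reads shared with near-identical genes also remain open, as 28.66% of the 50-base windows of *Mid1* occur in other genes. The fall of *Mid1* on the VitD_3_ high diet cannot be told apart from these explanations.

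The effect of the diet on *Dusp1* (chromosome 17 from 26505590 to 26562128), a phosphatase gene, also differed between the genotypes, by 0.76 (log2; standard error 0.121, adjusted p = 0.038 from limma with Benjamini-Hochberg adjustment). *Dusp1* was higher on the VitD_3_ high diet in WT mice (log2 difference 0.44, adjusted p = 0.11) and lower on the standard than on the deficient diet in *Gc*-/- mice (log2 difference -0.32, adjusted p = 0.782), neither past the threshold of the limma test with Benjamini-Hochberg adjustment. After a correction for length and GC content, which took the correlation of the interaction with them across genes from -0.142 and 0.115 to -0.021 and -0.020 (Spearman rho), the difference was 0.725, so such a trend accounts for little of its size, but its adjusted p was 0.0873, and over all alternatives the adjusted p was between 0.00434 and 0.122. With 1 mouse left out it was past the threshold in 4 of 20 fits, those without replicate 4, 10, 15 or 18. Handling of tissue can induce early-response genes, so a score of 9 early-response genes was tested. It differed between the genotypes by 0.36 in the same direction, not past the threshold (exact permutation p = 0.2). The interaction as a whole gave 2 genes, and 2 of 100 splits gave as many. A response of *Dusp1* to VitD that depends on the genotype is a hypothesis that rests on an adjusted p near the threshold.

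Between *Gc*-/- and WT mice on the standard diet, a comparison not described in the main text of the paper, 25 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 13 higher and 12 lower in *Gc*-/- mice. Of 100 splits of these mice, 2 gave as many genes, and the highest gave 978. Between the other mice, *Gc*-/- on the deficient diet and WT on the VitD_3_ high diet, 20 of the 25 also passed the threshold, and all 25 differed in the same direction, so for these 20 a chance difference between the first 10 mice is not a sufficient explanation. Not among the 20 were *Mid1* (log2 difference -0.32, adjusted p = 0.0605), *Cep85* (0.73, adjusted p = 0.159) and *Tmem267* (-0.18, adjusted p = 0.55). ENSMUSG00000094114 (-0.36, adjusted p = 0.163) and *Mt2* (0.24, adjusted p = 0.635) were not among them either. *Mt2* was also higher on the standard than on the deficient diet in *Gc*-/- mice (0.79, unadjusted p = 0.00041, adjusted p = 0.772). These values are from limma with Benjamini-Hochberg adjustment. The highest in *Gc*-/- mice were *Gm42031* (log2 difference 2.20), *Gm26880* (2.02), *Gm42427* (1.93), *Mt2* (1.10) and ENSMUSG00000113525 (1.09), and the lowest *Gm47283* (-4.06), *Gm21887* (-2.81), *Tmem254c* (-1.70), *Tmem254b* and *Tmem254a* (-1.69 each). *Tmem254a* and *Tmem254b* had identical reads in 20 of 20 mice and cannot be told apart. *Tmem254a*, *Tmem254b* and *Tmem254c* lie on chromosome 14 between 25923300 and 26207041.

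Several explanations were tested for these 25 genes. Of the 23 with a position, 11 lie within 1 Mb of another, against at most 8 in 10000 random sets of tested genes (permutation p = 1e-04, the smallest these can give). Neighbours that share reads raise this number. With genes that share windows, with each other or with the same other gene, counted once, 13 remained, of which at least 4 lie within 1 Mb of another, which 558 of 100000 random sets of 13 genes reached (permutation p = 0.00559). This is in line with segments or copy numbers of the genome that differ between the *Gc*-/- and WT mice. Of the 23, 18 share at least 5% of their windows with other genes, against 142 of 499 random genes (78.3% and 28.5%, Fisher's exact p = 2.02e-06), so reads shared between near-identical genes also remain as an explanation for these 18. Many of the 18 share windows with each other, so they are not independent, and this p overstates the evidence. The 5 others, *Plcd3*, *Camk2b*, *Sfrp4*, *Rab10os* and *Tmem267*, share at most 4.38% of their windows, so shared reads do not account for them. *Plcd3*, chosen after its values were seen, shares 0% and was higher in *Gc*-/- mice (log2 difference 0.83, adjusted p = 9.35e-05 from limma with Benjamini-Hochberg adjustment). The neighbourhood of *Gc*, which a knockout could keep from its donor strain, does not account for them: 0 of the 61 tested genes within 10 Mb of *Gc* (chromosome 5, 89417522 to 89457898) passed (Fisher's exact p = 1), and 1 had an unadjusted p under 0.05. Of the 25, 2 (*Nnt* and *Mt2*) had an unadjusted p under 0.05 between the diets of *Gc*-/- mice, where chance gives 1.25. Between the diets of WT mice 6 did, *Mid1* among them, 5 of them in the direction of *Gc* loss. Each of these comparisons shares a group of mice with the comparison of genotypes, so they are not independent of it, and an effect of diet on these genes remains open. *Nnt*, chosen after its values were seen, was higher in *Gc*-/- mice on the standard diet (log2 difference 0.82, adjusted p = 0.000211 from limma with Benjamini-Hochberg adjustment). It carries a partial deletion in the C57BL/6J strain, which is known from outside these data, and shares 47.0% of its windows with other genes. The hypothesis that *Gc*-/- and WT mice differ in their genetic background beyond *Gc* cannot be told apart from an effect of *Gc* loss itself or, for the 18 genes that share windows, from shared reads.

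In 7 of 132 groups of 5 mice, 1 mouse lay far from the other 4, where chance gives 6.6, so the number is no more than chance gives. The gap to the nearest other mouse, as a share of the range of the group, was 0.716 for *Egln3* in replicate 6 of WT mice on the VitD_3_ high diet (11.1 against 11.4 to 11.5). It was 0.791 for *Atp2b1*, 0.712 for *Slc30a10* and 0.862 for *S100g* in replicate 20 of *Gc*-/- mice on the standard diet, in each case higher than the others. It was 0.725 for *Cyp27a1* in replicate 19 of the same group, which was lower, and 0.715 for *S100g* in replicate 14 of *Gc*-/- mice on the deficient diet, which was higher. For the tight junction score it was 0.726 in replicate 2 of WT mice on the standard diet, which was higher. With each WT mouse left out in turn, the mean log2 difference of the tight junction genes between the WT diets was between -0.13 and -0.07, with an adjusted p between 0.0118 and 0.352 (camera of limma with Benjamini-Hochberg adjustment). Of the 7 values, 3 come from replicate 20. That mouse had a score of proximal colon markers of 1.29, where the other 19 mice lay between -0.62 and 0.41, and a score of distal colon markers of -1.32, where the others lay between -0.58 and 0.84. A candidate explanation for its high *Atp2b1*, *Slc30a10* and *S100g* is the part of the colon taken. Over the other 19 mice, 0 of the 3 genes rose with the proximal score within groups past an adjusted p of 0.05 (Pearson r = -0.40, -0.14 and -0.82, permutation p adjusted over the 3 genes = 0.195, 0.63 and 0.0093). *S100g* fell with it, and in replicate 14, where *S100g* was also high, the proximal score was the lowest, -0.62. The proximal score thus does not account for both values of *S100g*. The test does not decide for *Atp2b1* and *Slc30a10*, as no other mouse had so high a score. For the other marked values no cause was tested, and no biological explanation was tested for any of the 7.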

How the results depend on the processing

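All alternatives named here were set before the data were examined, except voom on the recovered reads, the corrections for transcript length and GC content and the exact permutation test of the process scores, which were chosen after seeing the data. No paired analysis was possible because the groups share no replicate numbers.

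The number of genes that changed between the WT diets, 1 as reported, was 2 without a filter, 677 with array weights, 12 with only the WT groups in the fit and 25 with only these groups and the length and GC correction; each of these included *Mid1*. It was 1 to 7 with 1 mouse left out, and 1 in the other alternatives. Array weights called 246 higher and 431 lower. Between the *Gc*-/- diets it was 0 (833 with an unadjusted p under 0.05), and 0 to 3 with 1 mouse left out. For *Gc* loss, 25 became 13 with the filter at 3, all shared, as the 12 others were no longer tested, 45 with array weights, 24 shared, 32 without a filter, 24 shared, 35 with the principal component, 25 shared, 23 with only the 2 groups, 22 shared, 23 with the length and GC correction, all shared, as 2 genes had no transcript length, and 23 to 27 with 1 mouse left out. The interaction fell from 2 to 1 without a filter, with voom and with the length and GC correction, and was 3 with the principal component (*Mid1*, *Dusp1* and *Zfp217*; 1 to 3 with 1 mouse left out, *Dusp1* past the threshold in 4 of 20 fits). For the mean of the diet effects, 0 (1319 with an unadjusted p under 0.05) became 17 with array weights and 2 with the length and GC correction (0 to 1 with 1 mouse left out). Process sets went from 2 to 0 with the correlation estimated per set, with the filter at 3, with quantile normalization and with fry. They were 0 to 2 with 1 mouse left out, and stayed at 2 with the principal component and with the length and GC correction. By the exact test of their scores, 2 of the 4 lists passed. With the filter at 3 the defensins had no gene left. Reactome sets went from 66 to 0 with the correlation estimated and to 115 with the principal component (22 to 128 with 1 mouse left out). With the length and GC correction there were 56, of which 45 were shared. The number of immune populations was 0 (1 as reported had an unadjusted p under 0.05), also with 1 mouse left out, but the exact test over 12 populations allows a single one no adjusted p under 0.0952, so this count shows no stability. By camera, which has no such limit, the smallest p was that of macrophages and monocytes (adjusted 0.359, unadjusted 0.0299), and regulatory T cells had an adjusted p of 0.675 (unadjusted 0.113). The correlation of the diet effects of the genotypes, 0.053, was -0.142 to 0.274 with 1 mouse left out. Apart from these 12 and 2 genes, the cause of the changes was not tested. Near *Gc*, 0 genes changed by *Gc* loss were found within 5, 10 or 20 Mb (1, 1 and 6 with an unadjusted p under 0.05), nor within 10 Mb when *Gc*-/- mice on the deficient diet were compared with WT mice on the standard diet (5 unadjusted).

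Sign changes of small differences were *Atp2b1* 0.014 with the length and GC correction, alone or with only the WT groups, *Abcb1a* -0.085 with array weights, signal transduction -0.015, G protein-coupled receptors -0.013 and cell-cell junctions -0.009 with the filter at 3, and the innate immune set 0.003 with quantile normalization. With 1 mouse left out, *Slc37a2* ranged from -0.803 to 0.500, *Abcb1a* from -0.072 to 0.187, signal transduction from -0.005 to 0.014, VDR targets from -0.324 to 0.070 and antimicrobial defense from -0.232 to 0.016. The cause was not tested. Of the genes named, 230 values under the other alternatives kept direction and side of the threshold, 3 became weaker, 5 stronger and 3 changed sign; for sets 63 kept both, 8 became weaker and 4 changed sign. With 1 mouse left out, 295 gene values kept both, 16 became weaker, 2 stronger and 7 changed sign; for sets 108, 7 weaker and 5 changed sign. The mice differ in their depth by less than 2-fold, and depth limits genes with few reads, such as most markers of small immune populations.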

Differences from the paper's values

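The paper states that the VitD_3_ high diet changed gene expression in the colon of WT mice to a large extent (Supplementary Fig. 5A). Its text names no test or threshold for this, and the supplementary figure was not examined here. The counts below may thus rest on an unlike measure. With the settings used here, 1 gene, *Mid1*, passed the threshold, and 1719 had an unadjusted p under 0.05, against 736 by chance. More genes were called with array weights (677), with only the WT groups in the fit (12) and without a filter (2), which were set before the data were examined, and with only the WT groups and the length and GC correction (25), which was chosen after seeing the values. With a WT mouse left out, 1 to 7 were called. With the stricter filter, quantile normalization, no mean-variance trend or the principal component, 1 gene was called.

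The paper states that cellular signaling, cell junction organization and defense from microbes were altered (Supplementary Fig. 5B-D). Its text does not name the gene sets, test or threshold behind this, and the supplementary figure was not examined here. The sets below were chosen for this re-analysis and may differ from the paper's, so a set that did not pass does not contradict it. The Reactome sets for signal transduction, G protein-coupled receptors, organization of cell junctions, innate immunity and defensins did not pass (camera of limma, Benjamini-Hochberg adjusted p = 0.698, 0.424, 0.424, 0.566 and 0.424), nor did the list of antimicrobial genes. The lists of tight junction and of adherens junction genes did pass, while the Reactome sets for tight junctions, adherens junctions and cell-cell junctions did not. In the screen of 863 Reactome sets at the assumed correlation, 66 sets passed, and 61 of 100 splits of the WT mice gave as many. Of the 66, 48 were higher and 18 lower on the VitD_3_ high diet. Among those higher were sets for protein folding (adjusted p = 0.00487), translation (0.0209), collagen formation (0.00853), potassium channels (0.0086) and the organization of the extracellular matrix (0.0404). Among those lower were interferon gamma signaling and interferon signaling (adjusted p = 0.00487 each), cytokine signaling (0.0106), induction of interferon by RIG-I and MDA5 (0.00617), activation of IRF7 through TRAF6 (0.00605), of NF-kB through TRAF6 (0.0364) and of IRF through TRAF3 (0.0251), death receptor signaling (0.0185) and signaling by NODAL (0.0346) and activin (0.049), by camera of limma with Benjamini-Hochberg adjustment. With the length and GC correction at the assumed correlation, translation (adjusted p = 0.0568), signaling by NODAL (0.053) and activin (0.0712) no longer passed. The other sets named from the screen still did, by the same test. With the correlation estimated for each set, 0 of the 863 passed. None of the settings tried on the sets first named and the antimicrobial list brought them past the threshold; no filter, no mean-variance trend, array weights and the WT groups alone were not tried on sets.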

Other observations

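In this part, the splits for the genes with an unadjusted p under 0.05, for the genes without overlap, for array weights and for the WT groups alone, and the tests of transcript length, GC content, depth, ribosomal RNA and tissue for the genes without overlap were chosen only after the result was seen.

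How far the WT diets differ as a whole was set against other splits of the same mice. Of 100 splits of the 10 WT mice, 5 gave at least the 1 gene found, 7 gave at least 1719 genes with an unadjusted p under 0.05 (median 452), and 3 gave at least 494 genes without overlap (median 62.5; chance gives 0.79% of genes), the real split included each time. With array weights, 2 of 100 splits gave at least 677 genes (median 0, highest 1937), and with the WT groups alone 4 of 100 gave at least 12 (highest 1102). The 1 gene and the 1719 genes are thus reached by at least 5 of 100 splits, and the other counts, whose tests were chosen after the result was seen, by fewer. Some splits that mix the diets gave more genes than the real one. A broad, small shift of expression with the diet may be present, but this is a hypothesis.

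Technical explanations for the 494 genes without overlap were tested. The log2 differences between the WT diets were related to transcript length (Spearman rho = -0.208 across genes, which are not independent replicates) and GC content (rho = 0.245). After a correction of each mouse for both, these were -0.031 and -0.014, and 571 genes did not overlap, so the bias does not explain the number. Reads per mouse did not differ between the diets (exact permutation p = 0.175), nor did the share of reads on 1 gene like ribosomal RNA (4.21% ± 1.96 and 3.08% ± 1.72, SD, n = 5, exact permutation p = 0.341). Scores of markers of smooth muscle, enteric nerve, fat and pancreas gave no difference past the threshold, with fat the nearest to one (0.69, exact permutation p = 0.111). Of the 7 fat markers tested, 4 had an unadjusted p under 0.05, with a smallest p adjusted over the list of 0.0826 (limma with Benjamini-Hochberg adjustment). The same test bears on the genes changed by the diet as a whole. The scores of proximal and distal colon did not differ either (exact permutation p = 0.881, the smaller of the p of the 2 scores). One of the 5 proximal markers tested, *Aqp4*, chosen after its values were seen, was lower on the VitD_3_ high diet (log2 difference -0.56, adjusted p = 0.0202 over the list and 0.208 over all genes, limma with Benjamini-Hochberg adjustment). With 5 mice per group, differences in tissue content or in the part of the colon are not excluded, and cage and litter were not tested.

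The sets stood less apart from other splits than the genes. Of 100 splits of the WT mice, 28 gave at least 2 process sets past the threshold. For the Reactome sets, 61 of 100 gave at least 66, with a median of 93, so splits that mix the diets mostly gave as many. A candidate explanation is that genes of a set move together between mice more than the assumed correlation of 0.01 allows. With the correlation estimated for each set, 0 passed (11 with an unadjusted p under 0.05), which is in line with this. The exact permutation test of the mean score of each mouse, chosen after seeing the data, needs no such correlation, and by it the tight junction list (log2 difference -0.11) and the adherens junction list (-0.11) passed with an adjusted p of 0.0476 each over 4 lists, where over the alternatives it was between 0.0118 and 0.76 and between 0.0101 and 0.76. Other tests set earlier that do not assume this correlation went the other way: by fry the adjusted p was 0.465 for each list (unadjusted p = 0.0702 and 0.097), and with the correlation estimated 0.76 for each. Without replicate 2, camera gave an adjusted p of 0.352 for each. The tests thus do not decide for these 2 lists.

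In *Gc*-/- mice the standard against the deficient diet gave 0 genes with an adjusted p under 0.05 and 833 with an unadjusted p under 0.05. With 1 mouse left out, the unadjusted count ranged from 484 to 1323. Any of the 100 splits reaches a count of 0, and 36 of 100 reached 833. The 3 genes with the smallest p did not pass: *Gm15675* (log2 difference -0.56, adjusted p = 0.415), *Egln3* (-0.93, adjusted p = 0.772) and *Kbtbd11* (0.68, adjusted p = 0.772), by limma with Benjamini-Hochberg adjustment. Over the alternatives these adjusted p ranged from 0.0463 to 1 for *Gm15675*, 0.0709 to 1 for *Egln3* and 0.0747 to 1 for *Kbtbd11*. The diets did not overlap for 0.71% of the genes, where chance gives 0.79%. The score of VDR target genes differed by -0.14 between these diets (exact permutation p = 0.54). The mean of the diet effects of both genotypes gave 0 genes past the threshold (1319 unadjusted), a count that all 100 splits reach. *Mid1*, *Gpx3* and *Rarres2* had the smallest p (adjusted p = 0.158, 0.158 and 0.186, limma with Benjamini-Hochberg adjustment). Over the alternatives they ranged from 0.0246 to 0.471, 0.00462 to 0.471 and 0.00462 to 0.541.

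A hypothesis that more dietary VitD_3_ moves the same genes in both genotypes was tested by correlating the diet effects across 14720 genes, which are not independent replicates. The Pearson correlation was 0.053 and the Spearman correlation 0.008, and 49.9% of the genes moved in the same direction. Of 100 splits of the WT mice, 84 gave an absolute Pearson correlation as large, so no shared response was detected. The doses compared were not the same in the genotypes, and a response confined to few genes would not show in this value.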
